# Regulation of fiber-specific actin expression by the *Drosophila* SRF ortholog Blistered

**DOI:** 10.1242/dev.164129

**Published:** 2019-04-04

**Authors:** Ashley A. DeAguero, Lizzet Castillo, Sandy T. Oas, Kaveh Kiani, Anton L. Bryantsev, Richard M. Cripps

**Keywords:** *Drosophila*, Flight muscle, Serum response factor, SRF, Actin

## Abstract

Serum response factor (SRF) has an established role in controlling actin homeostasis in mammalian cells, yet its role in non-vertebrate muscle development has remained enigmatic. Here, we demonstrate that the single *Drosophila* SRF ortholog, termed Blistered (Bs), is expressed in all adult muscles, but Bs is required for muscle organization only in the adult indirect flight muscles. Bs is a direct activator of the flight muscle actin gene *Act88F*, via a conserved promoter-proximal binding site. However, Bs only activates *Act88F* expression in the context of the flight muscle regulatory program provided by the Pbx and Meis orthologs Extradenticle and Homothorax, and appears to function in a similar manner to mammalian SRF in muscle maturation. These studies place Bs in a regulatory framework where it functions to sustain the flight muscle phenotype in *Drosophila*. Our studies uncover an evolutionarily ancient role for SRF in regulating muscle actin expression, and provide a model for how SRF might function to sustain muscle fate downstream of pioneer factors.

## Abstract (precis)

**Summary:** *Drosophila* Serum response factor has a fiber-specific role in controlling actin expression in the adult flight muscles, and functions downstream of the putative pioneer factors Extradenticle and Homothorax.

## INTRODUCTION

Muscle tissue has diversified into specialized types to accommodate a spectrum of functional demands. In mammals, smooth muscles mediate continuous tonic contractions, cardiac and slow-twitch skeletal fibers are responsible for intermittent persistent contractions, and fast-twitch skeletal fibers generate powerful but transient contractions (Squire, 1986). This muscle heterogeneity is reflected by selective expression of distinct structural genes, including actin genes. Smooth, cardiac and skeletal muscles express their own actin isoforms that contribute to the differences in muscle contractile parameters (Perrin and Ervasti, 2010).

Understanding the regulation of actin gene expression has become a paradigm for understanding the transcriptional signatures that promote muscle differentiation and diversification. One transcription factor known to regulate actin expression is Serum response factor (SRF). First identified as a regulator of FOS expression (Norman et al., 1988), SRF plays a major role in muscle differentiation in mammals, where it directly regulates actin gene expression, among many others, through interaction with a conserved DNA-binding motif termed the CArG box (reviewed by Miano et al., 2007).

*In vivo* experiments underline this role for SRF in mammalian muscle differentiation: while SRF is required for mesoderm specification early during embryogenesis in mice (Arsenian et al., 1998), conditional knockouts revealed requirements for SRF in cardiac development and function (Parlakian et al., 2005, 2004). Moreover, loss of SRF function during later embryonic development resulted in perinatal lethality arising from a failure of muscle growth following initial specification (Li et al., 2005). In most cases, there was a reduction in the expression of genes encoding contractile proteins, in particular of the muscle actin genes (Li et al., 2005; Parlakian et al., 2005).

Given that many animal genomes have an SRF gene, researchers have sought to define the evolutionary depth of the involvement of SRF in myogenesis. While the *Drosophila* genome contains a single SRF ortholog, termed *blistered* (*bs*), that is expressed in embryonic muscles, *bs* mutants do not show obvious muscle defects. Instead, *bs* is necessary for normal tracheal development and viability (Affolter et al., 1994; Fristrom et al., 1994). In *C. elegans*, the SRF ortholog UNC-120 can weakly activate the myogenic program in a blastomere conversion assay, and *unc-120* null mutants show muscle formation, although with progressive muscle weakness (Fukushige et al., 2006). In addition, UNC-120 appears to have overlapping functions with other myogenic factors, including the *C. elegans* orthologs of MyoD and Hand (Baugh et al., 2005). These studies suggest a more muted role for SRF orthologs in invertebrate muscle development.

In this study, we investigate the role of *bs* in the formation of the adult muscles of *Drosophila*. The adult thorax consists of two distinct skeletal muscle fiber types: the fibrillar indirect flight muscles (IFMs) that provide the power for flight; and tubular muscles that are required for posture and walking, including the tergal depressor of the trochanter (TDT or jump muscle), which is responsible for jumping. Recent studies have demonstrated that the flight muscles are specified by the Pbx1 and Meis1 orthologs Extradenticle and Homothorax, respectively (Bryantsev et al., 2012b), and by the zinc-finger transcription factor Spalt-major (Schönbauer et al., 2011).

We show that knockdown (KD) of *bs* expression during adult myogenesis reveals a requirement for *bs* function in controlling actin expression in the flight muscles, whereas the jump muscles retain a normal morphology. Bs activates expression of the flight muscle actin gene *Act88F* via a conserved proximal CArG box, but Bs can only promote *Act88F* expression in the context of flight muscle specification by Exd and Hth. These studies uncover a unique fiber-specific role for SRF in skeletal muscle differentiation. Moreover, our results parallel findings in mammals by showing that SRF is required for muscle maturation, and define a deep evolutionary role for SRF proteins in regulating muscle development.

## RESULTS

### Downregulation of *bs* during adult myogenesis only affects the indirect flight muscles

We have been conducting a screen to identify transcription factors involved in *Drosophila* adult myogenesis (Bryantsev et al., 2012b). RNAi-based KD of transcription factor genes was induced in myoblasts and founder cells in developing pupae, and the phenotypes were assessed in mature muscles. Although all developing adult muscles were targeted, we anticipated some KDs might affect a subset of muscles, owing to the different myogenic programs of different adult muscle types (Fig. 1A). This was the case for the KD of the gene *blistered* (*bs*), which encodes *Drosophila* SRF (see below).

**Fig. 1.**
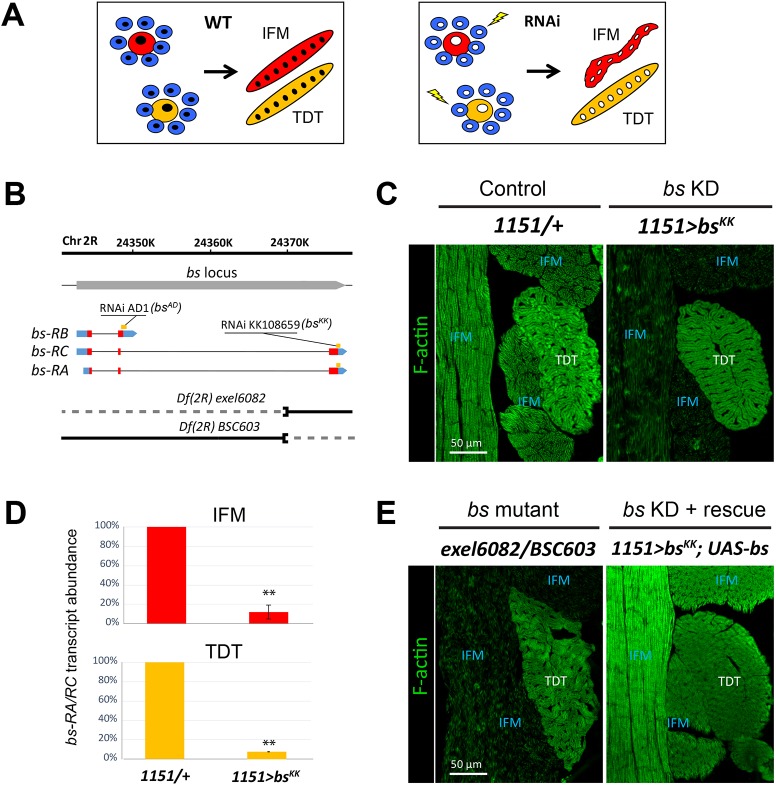
**Downregulation of *blistered* (*bs*) affects indirect fight muscle development.** (A) Schematics of RNAi screening for fiber-specific factors. Colored circles represent myoblasts (smaller size) and founder cells (larger size) that contain single nuclei (black circles). Multinucleate ovals represent IFM (red) and TDT (green), two muscles arising from different differentiation programs. Lightning bolts indicate RNAi-based knockdown (KD) of candidate genes within all myoblasts and founder cells (empty circles). Corrupted shape signifies affected muscle fiber phenotype. (B) *blistered* locus with chromosomal coordinates (top), gene boundary (gray box) and *bs* transcript isoforms (RA, RB and RC) with introns (thin lines) and exons (boxes) with coding (red) and noncoding (blue) regions. Orange bars show target sites for the RNAi constructs used in this study. On the bottom, two lines represent two genetic deletions with retained (solid line) and removed (dashed) genomic sequences. (C) Cryosectioned thoraces of control and *bs* knockdown (KD) flies with muscles stained for polymerized actin (F-actin, green). There is a strong, selective reduction in the green signal in IFMs upon *bs* KD. (D) qPCR-based quantification of *bs* transcripts in IFM and TDT muscles dissected from control and *bs* KD young adults. Data are mean±s.d. **P<0.01 (*t*-test). (E) Thoracic muscles in *bs* trans-heterozygous mutant (*exel6082/BSC603*) and genetically rescued *bs* KD flies. The restoration of F-actin staining in IFMs of the rescued fly (*1151>bs^KK^; UAS-bs*). IFM, indirect flight muscle; TDT, jump muscle.

The *bs* gene is located on chromosome 2R, and encodes three annotated transcripts producing two different protein isoforms through alternative mRNA splicing (Fig. 1B). When we knocked down transcripts representing the RA and RC isoforms of *bs* using the RNAi line KK108659 (*bs^KK^*), the *bs* KD flies eclosed normally but were flightless.

Morphological analysis revealed that *bs* KD specifically affected the largest adult muscles: the indirect flight muscles (IFMs). Even though the IFMs were correctly specified, the flight muscles had a low polymerized actin content (Fig. 1C). Other somatic muscles, including the tergal depressor of the trochanter (TDT, or jump muscle), did not show any visible morphological defects (Fig. 1C), suggesting *bs* has a specific role in the flight muscles.

We confirmed that the phenotypes we observed were due to *bs* KD. First, we assessed *bs-RA/RC* transcript levels in flight and jump muscles using quantitative RT-PCR. We observed ∼90% reduction in *bs-RA/RC* transcript levels in both the flight and jump muscles of KDs (Fig. 1D), indicating that the KD does indeed affect *bs* expression levels.

Second, we determined whether mutants for *bs* also had flight muscle defects. Although *bs* null alleles are lethal (Affolter et al., 1994), a trans-heterozygous combination of two deletions overlapping the *bs* locus (shown diagrammatically in Fig. 1B) was viable, and showed a blistered wing phenotype characteristic of classical *bs* alleles (Bridges and Morgan, 1919). This combination enables normal expression of the *bs-RB* transcript, but deletes the 3′ coding exon that is characteristic of the *bs-RC* and *bs-RA* transcripts (Fig. 1B). The RNAi construct used for our screen (KK108659) also specifically targeted the *bs-RC* and *bs-RA* transcripts (Fig. 1B). Consistent with our RNAi results, the trans-heterozygous combination *Df(2R)exel6082/Df(2R)BSC603* showed the same adult muscle phenotype as the *bs* KD, where the flight muscles were affected but the jump muscles appeared normal (Fig. 1E, left panel).

Third, we carried out a genetic rescue experiment, where we expressed in the *bs^KK^* genetic KD background an HA-tagged *bs* isoform that is not targeted by the *bs^KK^* RNAi. While this genetic combination did not rescue flight, there was significant improvement in IFM myofibril formation in the rescue compared to the *bs* KD (Fig. 1E, right panel).

We conclude that *Drosophila* SRF shows a fiber-specific requirement in IFM differentiation.

### Myofibril defects in *bs* KD IFM

To gain insight into the role of Bs in IFM myofibrillogenesis, we investigated the structural defects in *bs* KD and mutant animals. To determine whether this phenotype was a failure of muscle differentiation, we analyzed IFM myofibril structure in control and *bs* KD animals at 48 h after puparium formation (APF), approximately half-way through pupal development. We also stained these samples for accumulation of the Z-line protein α-actinin, to visualize sarcomere structure. All data are included in Table S1, and aggregate data shown are in Fig. 2. We found that control and *bs* KD myofibrils were similar to one another at 48 h APF (Fig. 2A, left panels), suggesting that the initial steps of myofibril formation were normal in the *bs* KD animals, although we note that we may not be able to observe subtle defects in the KDs. However, whereas controls myofibrils grew significantly during the latter half of pupal development, there was little growth in the *bs* KD myofibrils (Fig. 2B, right panels).

**Fig. 2.**
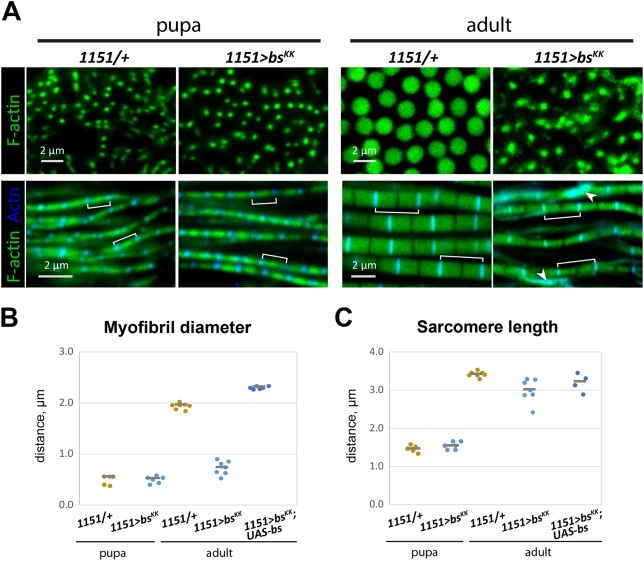
***bs* affects myofibril diameter in flight muscles.** (A) Cross-sectional (upper panels) and longitudinal (lower panels) views of IFM myofibrils in pupae (48 h apf) and adult flies, under control and *bs* knockdown (KD) conditions. Sarcomeres (brackets) are revealed by alpha-actinin immunostaining for Z-lines (blue) and counterstained using phalloidin for F-actin (green). Arrowheads show excess of alpha-actinin staining, concentrated outside the Z-lines. (B,C) Distribution of myofibril diameters (B) and sarcomere lengths (C) from 48 h apf pupae and adults under three genetic conditions: control (*1151*/+); *bs* KD (*1151*>*bs^KK^*) and genetic rescue of *bs* KD (*1151*>*bs^KK^*; *UAS-bs*). Median results from individual flies (20-100 myofibrils analyzed per fly) are plotted (four to seven per group). Gray horizontal lines show calculated median positions within each group.

We quantified sarcomere length and myofibril diameter at these time-points. At 48 h APF, control and *bs* KD myofibrils had similar diameters of ∼0.5 µm. However, by the young adult stage the control myofibrils had grown to ∼2.0 µm in diameter, whereas those of the *bs* KD animals were largely unchanged. The failure of myofibril growth in the *bs* KD IFMs was rescued by expression of *HA-bs* (Fig. 2B), although we noticed that the rescued myofibrils become greater in diameter than those of controls (Fig. 2B), suggesting that higher levels of Bs might promote the formation of larger myofibrils. For sarcomere length, control sarcomeres grew from ∼1.5 µm at 48 h APF to ∼3.5 µm. The sarcomere lengths of *bs* KD samples was essentially the same as controls at both time points (Fig. 2C). These results indicate that *bs* is not required to set up the initial architecture of the IFM myofibrils nor for the initiation of myofibril assembly. Instead, *bs* is required for the normal growth of myofibrils during IFM differentiation.

### The muscle phenotypes of *bs* KD are isoform-specific

To further investigate the IFM specificity of *bs* KD and to define the contributions of the different Bs isoforms to muscle differentiation, we studied the isoform-specific expression and roles of Bs. According to its gene model, the *bs* locus produces three annotated transcripts (Fig. 1B). Transcripts *bs-RA* and *bs-RC* have identical coding capacity, resulting in the protein isoform Bs-PA; transcript *bs-RB* is alternatively spliced and encodes protein isoform Bs-PB (Fig. 3A). Both protein isoforms share the identical N terminus and the DNA-binding MADS domain. However, their C-terminal regions involved in transactivation activities (Liu et al., 1993) have different sequences and lengths (Fig. 3A). When comparing the unique C-terminal sequences with the protein database, we did not identify regions of predicted function.

**Fig. 3.**
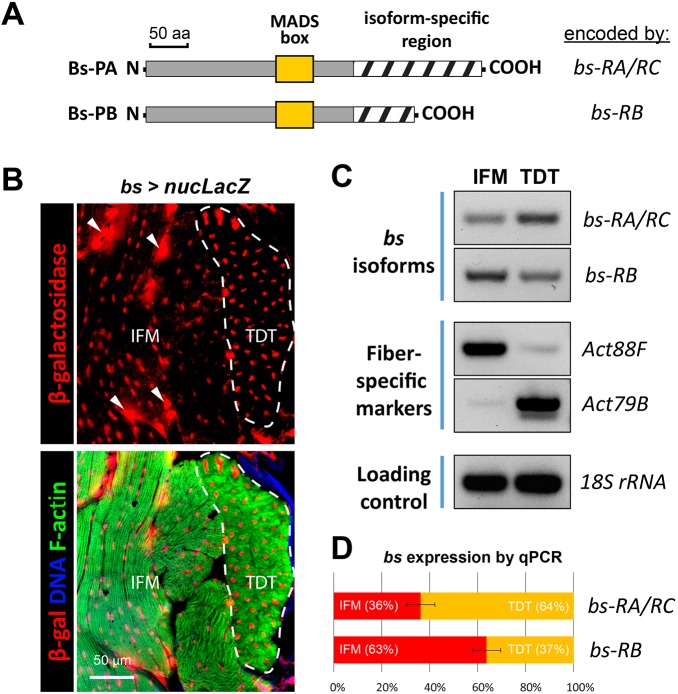
**Expression of *bs* isoforms in flight and jump muscles.** (A) Schematic representation of structural differences of the two annotated Bs protein isoforms. The MADS box is a DNA-binding domain. (B) Activity of the *bs* locus driving expression of nuclear *LacZ* reporter (*nucLacZ*) in the enhancer-trap line BDSC25753. Reporter-produced nuclear β-galactosidase was detected by immunofluorescence (red) in addition to F-actin (green) and nuclear (blue) counterstaining that was added to the lower panel. Jump muscle is outlined; arrowheads indicate tracheal cell nuclei outside muscles. (C) Expression of *bs* isoforms in isolated IFM and TDT, as detected by RT-PCR. Fiber-specific markers (*Act88F* and *Act79B*) and ribosomal RNA (18S rRNA) validate sample purity and equal loading. (D) Expression *of b*s isoforms between IFM and TDT muscles, as determined by qPCR. Data are mean±s.d. (three biological repeats).

To further confirm *bs* expression in adult muscles, we employed a genetic approach: a previously described *bs* enhancer-Gal4, comprising 4.4 kb of genomic DNA (Guillemin et al., 2001), was used to express nuclear β-galactosidase. We detected strong β-galactosidase accumulation in the nuclei of tracheal cells (arrowheads in Fig. 3B), in agreement with previous data (Guillemin et al., 1996). β-Galactosidase was also detected in adult muscles. Importantly, flight and jump muscles were equally positive for β-galactosidase (Fig. 3B). This suggested that *bs* expression in adult flies is not limited to a specific muscle. Data from additional experiments in this study supported this conclusion, as *bs* expression was detected by RT-PCR in isolated flight and jump muscles (see Figs 1B, 3C and 7C).

To examine whether expression of Bs isoforms is fiber specific, we prepared RNA samples from dissected flight and jump muscles, for which purity was confirmed by assaying the expression of fiber-specific genes using end-point RT-PCR (Bryantsev et al., 2012b). We detected transcripts for both Bs-PA and Bs-PB isoforms in each muscle sample (Fig. 3C); using qPCR, transcripts encoding Bs-PA were more abundant in TDTs than in IFMs, whereas Bs-PB-encoding transcripts were slightly enriched in IFMs (Fig. 3D). Collectively, these findings suggest that both SRF isoforms can have muscle-specific roles.

The Bs-PB isoform was not targeted by RNAi in our original screen or by the mutant analysis. To determine whether this isoform has a muscle-specific function, we investigated its role via a separate KD. We created an RNAi construct (termed AD1) targeting the unique sequence of the *bs-RB* transcript (Fig. 1B). The efficacy of the AD1 RNAi construct was tested using a viability assay, as Bs is required for viability through an essential role in tracheal development (Affolter et al., 1994). Importantly, lowering Bs-PB levels in developing embryos by crossing AD1 with the trachea-specific driver *btl-Gal4* (Shiga et al., 1996) resulted in lethality. This result confirmed the function of the construct (Fig. S1A). Knocking down Bs-PA (via the KK108659 RNAi construct) with the *btl-Gal4* driver also resulted in lethality (Fig. S1A).

When AD1 was used to knock down Bs-PB in developing adult muscles (via the *1151-Gal4* driver), the flies eclosed normally and had normal performance in muscle functional assays (Fig. S1B), in contrast to Bs-PA, which was crucial in the functioning of the flight muscle (Fig. S1B) and partially required in the functioning of the jump muscle (Fig. S1B). We conclude that although both Bs isoforms contribute to critical aspects of organismal organization, only the longer Bs-PA isoform has a detectable role in adult *Drosophila* muscles. Although it is possible that overexpression of the PB isoform could rescue the mutant phenotypes we observe from KD or mutation of the PA isoform, we have found no evidence to suggest a role for the PB isoform in muscle formation.

### Genome-wide identification of genes whose expression is affected by *bs* KD

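The expression of *bs* itself was compared first between the flight muscles of control flies, which carried only the muscle driver, and of *bs* KD flies, in which that driver expressed a double-stranded RNA against *bs*. The *bs* gene (FBgn0004101) encodes the *Drosophila* SRF ortholog and lies on chromosome arm 2R from 24342861 to 24376473 of genome Release 6 (BDGP6.54 annotation). It stood at 2.75 TPM (transcripts per 1000000 transcripts) in the control and 1.80 TPM in *bs* KD, which is 65.6% of the control level. These values rest on 148 and 98.3 estimated reads, and the 95% counting interval of the ratio runs from 0.503 to 0.852. They sum all *bs* transcripts, so *bs-RA* and *bs-RB* are not told apart. Reads from muscle and from tracheal cells, where the paper saw strong *bs* reporter activity, are not told apart either. The data come from 1 control library and 1 *bs* KD library, each from the indirect flight muscles of 4 females aged 3 days at 29°C. Polyadenylated RNA was sequenced on an Illumina instrument; the paper gives about 30 M single-end reads of 100 bp. The authors quantified the reads with Salmon against the annotated transcripts and deposited, for each gene, a TPM value and an estimated read count. The estimated counts sum to 20955053 for the control and 19767477 for *bs* KD, and this is the depth behind every value reported here. Changes were taken as log2 of *bs* KD TPM over control TPM after adding 1 to both, which understates the change of genes with low expression. Over the 1804 genes with at least 10 TPM in both libraries the median log2 ratio was 0.13, and group medians are therefore also given relative to this shift. With 1 library per genotype no difference has a replicate check. Counting intervals are exact and cover counting error only, so genes are described by the size of their change and not by a test.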

To identify the putative gene targets of Bs within the flight muscle, we prepared total RNA samples extracted from dissected flight muscles of 3-day-old flies and submitted for RNAseq analysis. 

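The RNA of flight muscle was concentrated in few genes. The 10 most abundant genes held 36.0% of control TPM and 33.2% of *bs* KD TPM, and genes of the mitochondrial genome alone held 28.5% and 26.2%. Of the markers of other cells that dissected flight muscle can carry, 24 of 59 were detected, against 45.8% of all genes in the table. Most markers of trachea (5 of 6), fat body (5 of 6) and gut (6 of 9) were detected, as were 3 of 5 for glia. The detected gut markers held 402.7 TPM in the control and the glial ones 117.8 TPM, so RNA of other tissue was present. Other sets were nearly absent. None of 5 ovary markers found in the table was detected, and only *elav* among 7 neuronal markers (3.04 TPM in the control), *Ppn* among 6 hemocyte markers (3.09 TPM) and *Rh4* among 7 photoreceptor markers (4.78 TPM); these 3 were chosen after their values were seen. A gene was taken as detected at 1 TPM or more in at least one library. Under this rule 6384 of the 13931 genes in the authors' table were detected (45.8%), of which 5976 passed in the control and 5851 in *bs* KD. Above 0 TPM there were 9364 genes in the control and 9138 in *bs* KD.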

Illumina sequencing produced reads that reliably mapped to a total of 7301 genes, approximately half of all annotated *Drosophila* genes (see Table S2). We assigned IFM-expressed genes into four tiers, based on expression levels in the control IFM (Fig. 4A). The vast majority of the genes (*n*=5290) were assigned to the low-expressing tier, where the transcription rate did not exceed 10 transcripts per million of mapped transcripts (TPM). 

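With detection set at 1 TPM, the low tier held 4373 genes (68.5% of those detected) but only 1.46% of control TPM. It included *bs*, *Act57B* and *TpnC41C*. The moderate tier held 1549 genes (24.3%) and 4.66% of TPM, among them the cytoplasmic actin genes *Act5C* and *Act42A* and the spalt gene *salm*. The high tier held 294 genes (4.61%) and 10.5% of TPM, with the giant sarcomere proteins *bt* and *sls*. The extremely high tier held 168 genes (2.63%) and 83.3% of TPM, with *Act88F*, *Mhc* and *fln*. Of these genes, *bt*, *sls*, *Mhc* and *fln* were chosen after their values were seen. Across genes, Pearson's r between control and *bs* KD TPM was 0.532 in the low tier, 0.641 in the moderate tier, 0.895 in the high tier and 0.973 in the extremely high tier. Genes are not independent replicates, so these coefficients describe the 2 libraries only. A rule of any TPM above 0 in at least one library moved the low tier to 7901 genes, while the other tiers kept their size.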

The moderately expressing tier (*n*=1549) contained genes with expression rates in the range of 10-100 TPM. The other two tiers with high (100-1000 TPM) and extremely high (1000-100,000 TPM) expression rates had low numbers of gene members (*n*=294 and *n*=168, respectively). 

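Genes of oxidative phosphorylation filled a large part of the extremely high tier. Of 70 detected genes for respiratory chain and ATP synthase subunits of the nuclear genome, 61 were in this tier, and the group held 21.3% of control TPM and 23.5% of *bs* KD TPM. *ATPsynbeta*, a catalytic subunit of the ATP synthase, stood at 15280 TPM in the control and 13915 TPM in *bs* KD. Glycolysis and phosphagen genes had 10 of 13 members in the tier and 3.23% of control TPM. One of them is *Gpdh1*, the glycerol-3-phosphate dehydrogenase of flight muscle, at 5394 TPM in the control and 4898 TPM in *bs* KD. *ATPsynbeta* and *Gpdh1* were chosen after their values were seen. Cytosolic ribosome genes had 34 of 87 detected members in the tier and 8.12% of control TPM. Sarcomere genes other than the actins and the flight muscle-enriched genes had 11 of 21 members in the tier, with 8.21% of control TPM and 8.80% of *bs* KD TPM. None of the glycolysis genes differed by 2-fold or more. Among oxidative phosphorylation genes 2, both for cytochrome c oxidase subunits, were lower by that size: *COX7A* (24.4 to 9.72 TPM) and *COX5BL* (2.07 to 0.280 TPM), the latter chosen after its values were seen. The median log2 change was 0.12 for oxidative phosphorylation genes (−0.01 relative to the shift of 0.13, although above the median of 0.07 over all detected genes) and −0.08 for glycolysis genes (−0.21 relative to the shift).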

From Gene Ontology (GO) analysis, it is evident that IFM-expressed genes are involved in a wide spectrum of biological functions; however, the most transcriptionally active genes are associated with mitochondrial functioning, metabolic processes and myofibril assembly (Tables S3 and S4).

**Fig. 4.**
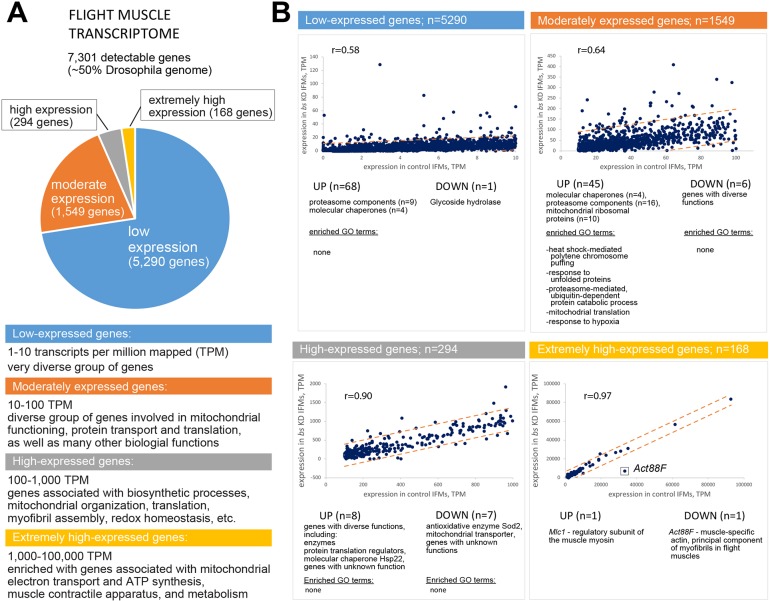
**Changes in the flight muscle transcriptome in response to *bs* knockdown.** (A) Distribution and characterization of transcriptionally active IFM genes grouped into expression tiers. (B) Identification and brief characterization of genes with significantly altered expression levels. Dotted lines delineate the confidence interval (±3 standard deviations from the regression line). r, Pearson's correlation coefficient. The box indicates the position of *Act88F* in the expression coordinates.

We plotted transcriptional activity of each gene using TPM coordinates supplied by control and *bs*-KD IFM samples (Fig. 4B). Genes whose expression deviated by greater that three standard deviations from the regression line were considered to show significantly altered expression. 

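*Act88F* (the flight muscle actin gene), *Ag5r* and *CG12896*, a peroxiredoxin gene, were the 3 genes found more than 3 standard deviations below the line of their tier. *Ag5r* stood at 97.8 TPM in the control and 3.08 TPM in *bs* KD, and *CG12896* at 99.99 and 10.1 TPM. Above the line by that distance were 82 genes, with 49 in the low tier, 28 in the moderate tier, 4 in the high tier and 1 in the extremely high tier. The 4 of the high tier were *Hsp22*, *CG34423*, *CG41128* and *ND-MNLL*, and the 1 of the top tier was *Mlc1*; *CG34423*, *CG41128* and *ND-MNLL* were chosen after their values were seen. Together these 85 genes make 1.33% of those detected. A least-squares line of *bs* KD TPM on control TPM was fitted in each tier, and the standard deviation was that of the signed perpendicular distances. All 85 are in the copy of Table S3 used here, which holds 136 of the paper's 137 rows, 121 higher and 15 lower. The number of lower genes ranged from 1 to 178 over the other cut-offs, scalings, detection rules, spreads, distances and tiers that were tried. In the authors' deposited table, which holds a DESeq2 p for 7301 genes, 42 have an unadjusted p under 0.05 (31 higher and 11 lower), 0 have an adjusted p under 0.05, and the smallest adjusted p is 1.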

According to this statistical cut-off, 137 genes (less than 2% of all mapped genes) showed significant expression alterations upon *bs* KD (Table S3), and only 15 genes were identified as downregulated. As *bs* KD drastically reduced myofibril diameter in IFMs, we were most interested in finding genes that underwent downregulation in the extremely high-expressing tier, which, according to our GO term enrichment data, contains genes involved in myofibril assembly (Table S4). Indeed, the only downregulated gene in that group was identified as *Act88F*, the IFM-specific muscle actin (Fyrberg et al., 1983). 

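*Act88F* (FBgn0000047), which lies on the plus strand of chromosome arm 3R from 15439969 to 15442177 (Release 6), stood at 33116 TPM in the control and 7471 TPM in *bs* KD. The *bs* KD level is 22.6% of the control level, or 4.43-fold lower with a counting interval of 4.41 to 4.45. On the log2 scale this is −2.15, and −2.28 relative to the shift of 0.13. The values rest on 898431 and 204105 estimated reads. *Act88F* was the 4th most abundant gene in the control, with 3.31% of all TPM, and the 20th in *bs* KD, with 0.747%. It was lower by 25644 TPM, which is 26.4% of the summed difference over all genes that were lower. By fold size rather than by distance from the line, 4 other genes of the extremely high tier were lower by 2-fold or more. These were *whe* (1659 to 48.0 TPM), *CG3630* (1158 to 296.7 TPM), *CG15617* (10011 to 4686 TPM) and *Ogdh*, a subunit of the 2-oxoglutarate dehydrogenase complex (1155 to 563 TPM), and each lay within 3 standard deviations of the line (−0.88 for *whe*). The single gene of the tier that was higher by 2-fold or more was *Adh*, the alcohol dehydrogenase (1168 to 4009 TPM). These 5 genes other than *Act88F* were chosen after their values were seen. Actin genes are close in sequence, and how reads were divided among them is uncertain.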

In fact, *Act88F* was the most significantly downregulated outlier in the entire IFM transcriptome (Fig. 4B). 

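*Act88F* lay −10.7 standard deviations from the line of its tier, and the next lowest distance in any tier was −3.85, that of *Ag5r*. Among distances in either direction it ranked 8th, after genes above their lines, with *CG13026* farthest at 29.5 standard deviations. By log2 change, 42 detected genes were lower than *Act88F*, 35 of them with at least 10 TPM in at least one library. Among the lowest were *Mal-B1*, a maltase gene, at −7.00 (399.5 to 2.14 TPM), *lcs* at −5.30 and *whe* at −5.08. In the authors' deposited table *Act88F* has a log2 change of −1.60 with a standard error of 0.65, an unadjusted p of 0.0142 that is the 4th smallest, and an adjusted p of 1. *CG16826* has the smallest p in that table (0.00578, log2 change −1.98) and was chosen after its values were seen. With a single line fitted over all genes on the log2 scale, *Act88F* was no longer more than 3 standard deviations below it.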

Other downregulated genes were those with diverse functions and could not be consolidated based on common parameters. In contrast, among the upregulated genes we identified overrepresented groups involved in unfolded protein response, including chaperones, proteasomal components and protein translation machinery components. Many of these genes have recently been reported to become upregulated in the IFM of *Act88F*-null mutants (Madan et al., 2017; Table S3). It is likely that these genes respond in a stereotypic way to handle the surplus of myofibrillar proteins caused by muscle actin shortage (see Fig. 2A, arrowheads); therefore, they may not be direct Bs targets. 

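The genes that were lower came from several groups. Redox genes went both ways, with 3 of 11 detected members lower by 2-fold or more and 2 higher, *Prx3* (50.5 to 129.7 TPM) and *GstD1* (118 to 281 TPM). The lower members were the peroxiredoxin genes *CG12896*, *Prx6b* and *Prx6c*, which are close copies that can share reads. They lie with *CG11825* in a block on chromosome arm 2R from 10418718 to 10427915, and all 4 neighbours were lower. *CG11825* had 28.2 TPM in the control and 1.42 TPM in *bs* KD, *Prx6b* 114.6 and 25.2 TPM, and *Prx6c* 98.3 and 38.5 TPM. *GstD1*, *Prx6b* and *CG11825* were chosen after their values were seen. *Sod2*, the mitochondrial superoxide dismutase, had a log2 change of −0.54 (916 to 628 TPM), and *SdhA*, a subunit of succinate dehydrogenase, −0.50 (971 to 684 TPM). All 6 detected antimicrobial peptide genes had a lower value in *bs* KD, although the counting interval of the *BomS2* ratio, 0.463 to 1.02, includes no difference. Their median log2 change was −0.87 (−0.41 with 5 TPM added, −0.087 with no filter on detection). The 2 lower by 2-fold or more were *Drs* (drosomycin) at 106 and 3.82 TPM and *Mtk* (metchnikowin), chosen after its values were seen, at 4.37 TPM and listed at 0. Tracheal markers were also lower, with a median log2 change of −1.37 (−1.50 relative to the shift) over 5 detected genes and 3 lower by 2-fold or more. These were *verm* (14.0 to 0.740 TPM) and *serp* (8.22 to 1.32 TPM), neighbouring genes for chitin deacetylases, and *Gasp* (12.9 to 4.37 TPM); *serp* was chosen after its values were seen. Among 10000 random lists matched on mean expression, this median lay at percentile 0.01, and that of the antimicrobial peptides at 0.12. Of the 15 genes that Table S3 lists as lower, 10 were lower by 2-fold or more on the scale used here. The 10 genes farthest below the control also included *CG43680* (36.4 TPM in the control and listed at 0 in *bs* KD, at least 53.1-fold lower), *CG34211* (−5.05), *CG34217* (−4.12), *Cpr100A* (−3.81) and *CG30334* (−3.69).

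**Figure D1:**
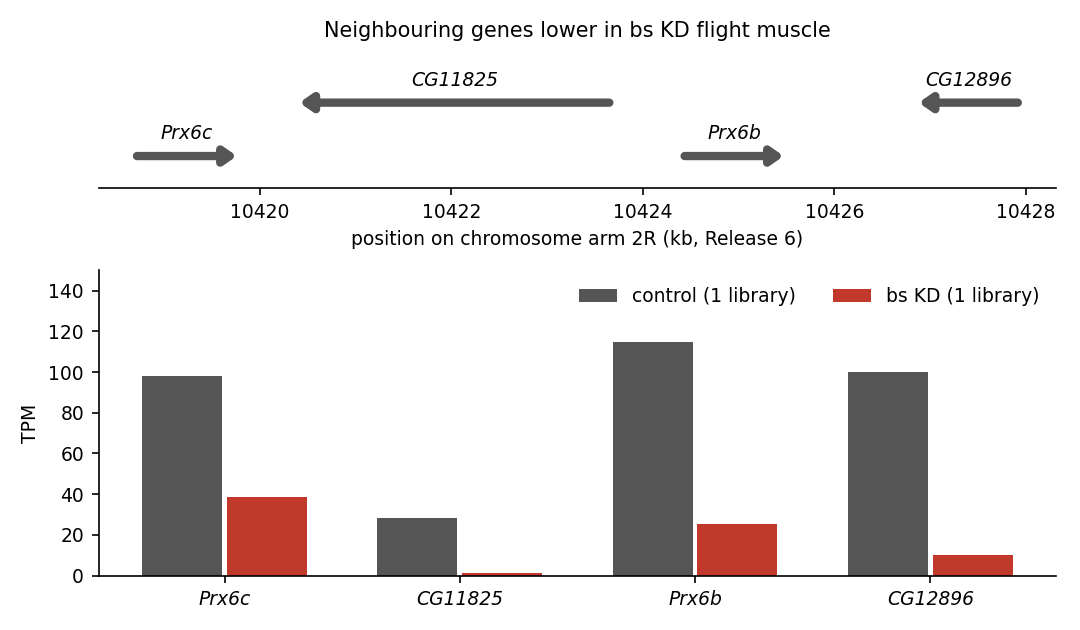
Peroxiredoxin gene block on chromosome arm 2R (Release 6). The map shows the position of *Prx6c*, *CG11825*, *Prx6b* and *CG12896* from 10418718 to 10427915, and the bars give the TPM of each gene in the control library and in the *bs* KD library (1 library each). All 4 genes are lower in *bs* KD, from 99.99 to 10.1 TPM for *CG12896* and from 28.2 to 1.42 TPM for *CG11825*; the 3 peroxiredoxin copies can share reads.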

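Genes of the proteasome, the complex that degrades ubiquitylated proteins, were higher in *bs* KD. Of 34 detected genes for the core and regulatory particles, 33 were higher by 2-fold or more and none was lower. The median log2 change was 2.05 for the 15 core genes and 2.26 for the 19 regulatory genes, or 1.92 and 2.14 relative to the shift of 0.13. *Prosalpha6* had 6.76 TPM in the control and 58.1 TPM in *bs* KD, and *Sem1* had 27.2 and 175.6 TPM. The smallest change was 0.83 for *Prosalpha1*, chosen after its values were seen, which can share reads with its copy *Prosalpha1R*. Of 20 detected genes for heat shock proteins and their partners, 11 were higher by 2-fold or more and none was lower by that size (median log2 change 1.07, 0.94 relative to the shift). *Hsp22*, a small heat shock protein of mitochondria, had 404 and 1088 TPM, and *Hsp70Bb*, one of several near-identical copies whose reads cannot be told apart with certainty, had 12.6 and 111 TPM, while the copy *Hsp70Bbb* had 10.1 and 8.99 TPM. Of the 14 TRiC and prefoldin genes, which fold actin and tubulin, 8 were higher by 2-fold or more, with a median of 1.14 (1.01 relative to the shift). The list of endoplasmic reticulum genes was nearer the control, with a median of 0.49 (0.36 relative to the shift). It holds degradation factors and transcription factors besides chaperones. Of its 11 genes, 2 were higher by 2-fold or more, the degradation factor *Der-1* at 1.36 and *Hsc70-3*, chosen after its values were seen, at 1.22. Of 74 mitochondrial ribosome genes 29 were higher by 2-fold or more and none was lower by that size (median 0.77, 0.64 relative to the shift). *mRpL33* had 36.2 and 200.6 TPM, while *mRpS31* was at −0.99 and passes 2-fold lower, at −1.11, with median-ratio scaling, at −1.03 with *Act88F* left out of the total and at −1.13 with upper-quartile scaling. With upper-quartile scaling the numbers higher by 2-fold or more were 10 for heat shock proteins, 7 for TRiC and prefoldin and 24 for the mitochondrial ribosome. Cytosolic ribosome genes had 0 of 87 at 2-fold in either direction and a median of 0.06, which is −0.07 relative to the shift. Among random lists matched on mean expression, both proteasome lists, the heat shock list and the mitochondrial ribosome list lay at percentile 100, TRiC and prefoldin at 99.99, the endoplasmic reticulum list at 94.2 and the cytosolic ribosome at 57.9. With length matched too, the last 2 lay at 92.2 and 0.05. Change also varied with gene length. Genes with at least 10 TPM in at least one library had a median log2 change of 0.29 in the length class around 976 bp and −0.21 in the class around 2162 bp, and the median length is 974.5 bp for the proteasome genes and 708 bp for the mitochondrial ribosome genes. Markers of other cell types went both ways, with a median of −0.35 over 24 detected genes.

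**Figure D2:**
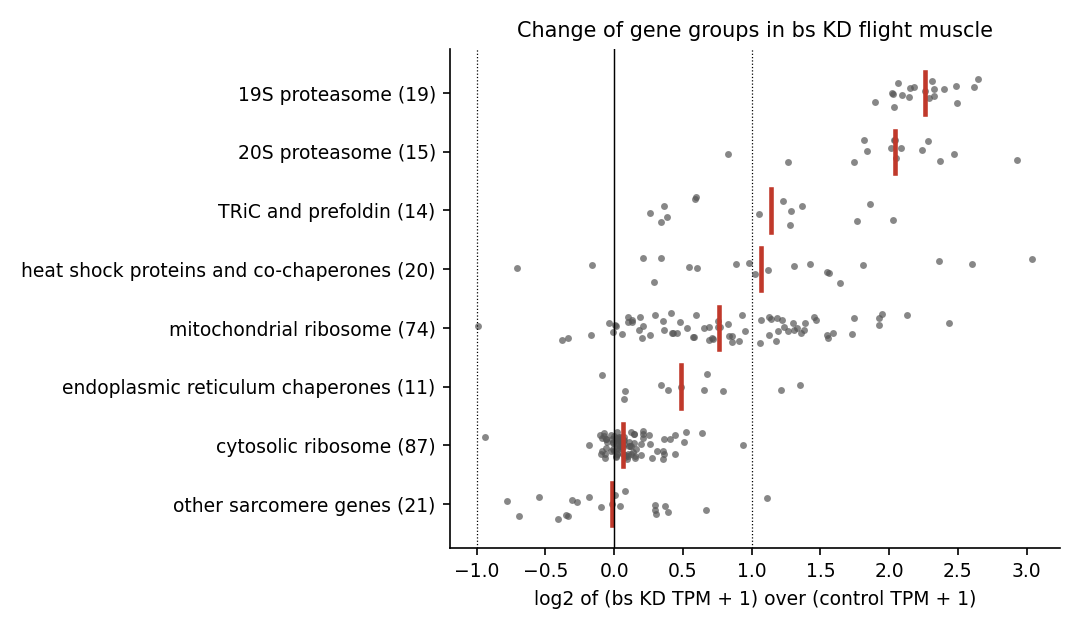
Log2 change between the *bs* KD and control libraries (log2 of *bs* KD TPM over control TPM after adding 1 to both) for the detected genes of 8 groups. Each point is a gene, numbers in brackets give the detected genes, red bars mark group medians and dotted lines mark a 2-fold change either way. The group labelled endoplasmic reticulum chaperones also holds degradation factors and transcription factors. All proteasome genes but *Prosalpha1* sit above the upper dotted line, with medians of 2.05 for the core (20S) and 2.26 for the regulatory (19S) particle, and the cytosolic ribosome genes lie near 0 with a median of 0.06 (−0.07 after median-ratio scaling).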

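Table S3 marks 21 of its genes as known to respond in *Act88F*-null flight muscle, and all 21 were higher by 2-fold or more in *bs* KD. Their log2 changes ran from 1.43 to 3.87 with a median of 2.24. By the functions noted in that table, 12 are proteasome components, 3 belong to mitochondrial translation and 2 are chaperones. Also marked are *Thor*, the translation regulator and eIF4E-binding protein (140 to 503.5 TPM), *Mbs*, the targeting subunit of myosin phosphatase (16.6 to 125.7 TPM), and *Arc1* (12.1 to 190.6 TPM), which can share reads with its neighbour *Arc2*, and *TpnC41C*, a troponin C gene; *Thor* was chosen after its values were seen. The 100 higher genes without the mark had a median log2 change of 1.94. Table S3 gives the mark only for genes chosen from these libraries, and 121 of the 136 rows used here were higher. The direction of the marked genes is therefore not independent evidence. Over the whole table the noted functions give 25 proteasome, 13 mitochondrial translation and 8 chaperone genes.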

Notably, our list does not have a substantial presence of myofibrillar components, besides a weak surge in the expression of myosin light chain *Mlc2* (which was not confirmed by an alternative statistical analysis, see Tables S2 and S3), and in the expression of low-expressing muscle actin *Act57B* and troponin *TpnC41C*, both of which are not IFM specific. 

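Among myofibrillar genes, *Act57B* and *TpnC41C* were farthest from the control by fold. *Act57B* (FBgn0000044), a muscle actin gene, had 2.08 TPM in the control and 31.5 TPM in *bs* KD, which is 15.1-fold higher with a counting interval of 11.7 to 19.9. *TpnC41C* (FBgn0013348), a troponin C gene, had 1.96 and 21.3 TPM, which is 10.9-fold higher with a counting interval of 7.28 to 17.0. The light chain gene *Mlc1* had 19456 and 25584 TPM (log2 change 0.40) and lay 3.77 standard deviations above the line of its tier. *Mlc2* had 18634 and 18757 TPM (0.01), a difference that turns to lower when the libraries are scaled by their median ratio. In the authors' deposited table the unadjusted p is 0.532 for *Mlc1*, 0.988 for *Mlc2*, 0.0599 for *Act57B* and 0.135 for *TpnC41C*. Of 4 contractile genes enriched in flight muscle, *Act88F* was lower by 2-fold or more, while *fln* (flightin) had 13111 and 16500 TPM, *TpnC4* 7568 and 9037 TPM and *Mf* (myofilin) 196 and 354.7 TPM; *fln* and *TpnC4* were chosen after their values were seen. *Act79B*, the actin gene of tubular muscles, had 18.9 and 19.5 TPM, and its direction also depends on the scaling. Actin genes can share reads, so the values of those with few reads are uncertain.

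**Figure D3:**
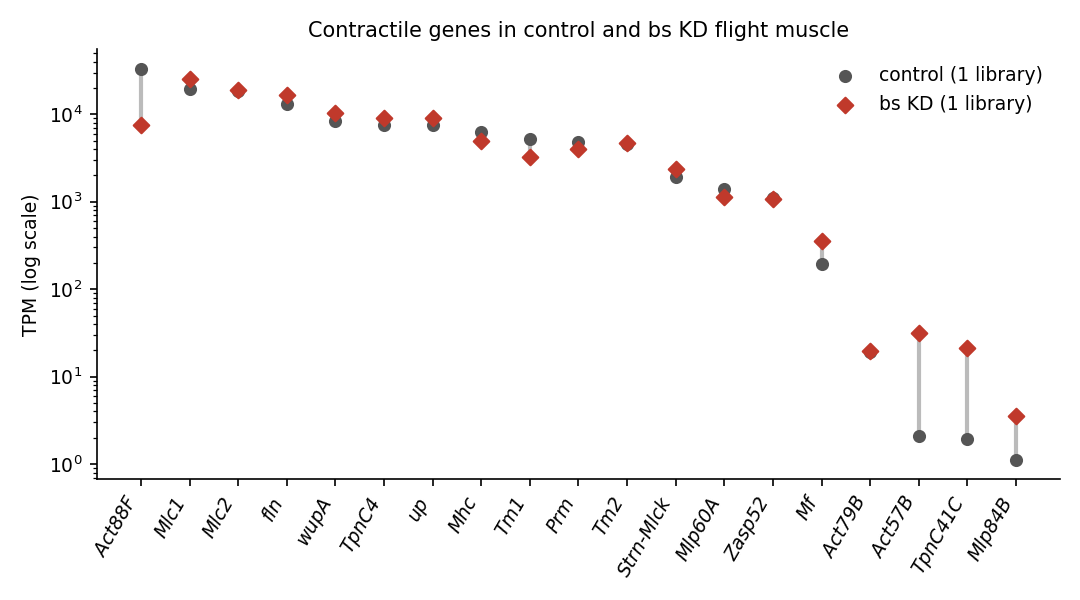
TPM of 19 contractile genes in the control library (circles) and the *bs* KD library (diamonds), on a log axis, with 1 library per genotype. *Act88F* is lower in *bs* KD (33116 to 7471 TPM), *Act57B* (2.08 to 31.5 TPM) and *TpnC41C* (1.96 to 21.3 TPM) are higher, and the direction of *Mlc2*, *Tm2* and *Act79B* depends on the scaling.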

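The log2 change of *Act88F* ran from −2.30 with upper-quartile scaling to −2.05 with estimated reads scaled to the library total, a setting chosen after seeing the data. These settings change the added constant or shift most genes by a similar small amount, so they could not have reversed a change of this size. With 1 line over all genes on the log2 scale, *Act88F* was no longer among the genes called lower. The paper's reasoning starts from the thin myofibrils of *bs* KD muscle, which led it to look for lower genes in the tier that holds the myofibrillar genes. It found *Act88F* alone there. The higher chaperone and proteasome genes overlapped with those reported for *Act88F*-null muscle, and the paper proposes that they answer to a shortage of actin and need not be direct targets of Bs. Few other myofibrillar genes appeared in its list.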

Further transcriptome studies employing multiple biological repeats should be more potent in determining which genes consistently respond to *bs* KD; nevertheless, our analysis clearly identifies *Act88F* as a major target of Bs in the flight muscle.

### The Bs-PA isoform selectively affects expression of the fiber-specific actin *Act88F*

To validate the RNAseq finding, we analyzed actin protein levels in *bs* KD adult muscles. IFM and TDT muscles were dissected from control and *bs* KD animals, and analyzed for actin accumulation using western blotting. For *bs* KD animals, actin levels were reduced to ∼30% of controls, whereas actin levels were unaffected in the TDT (Fig. 5A). As the IFMs and TDTs accumulate different actin isoforms (Act88F and Act79B, respectively; Ball et al., 1987; Courchesne-Smith and Tobin, 1989), these results suggested that *bs* KD affected the expression of *Act88F*. To test this, we carried out quantitative RT-PCR for *Act88F* transcripts relative to controls, and found that, in *bs-RA* KD flight muscles, *Act88F* transcripts significantly diminished to about 40% of the level seen in controls (Fig. 5B). Therefore, these findings are in full agreement with our results from the transcriptome analysis.

**Fig. 5.**
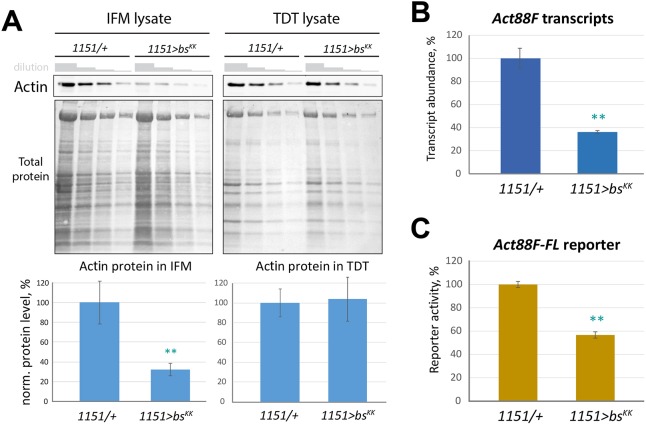
***bs* knockdown affects *Act88F* expression.** (A) Semi-quantitative western blots prepared with serially diluted protein lysates from isolated IFMs and TDTs, dissected from control (*1151/+*) and *bs* KD (*1151>bs^KK^*) flies. Gray step-slopes show the dilution rate (factor of 2). The membranes were stained using anti-actin antibody (upper panels) as well as general protein dye (lower panels). Intensities of the upper panel bands were normalized to intensities of eight most prominent bands from the lower panels and are presented on the graphs below. (B) Abundance of *Act88F* transcripts in isolated IFMs, as determined by qPCR. (C) Activity of the full-length, cloned *Act88F* enhancer driving *LacZ* expression. *LacZ* expression levels were quantitatively determined in whole-fly lysates by liquid β-galactosidase assay. All data are an average of three or four independent measurements or assays±s.d. Student's *t*-test was used to compare values between control and *bs* KD samples. **P<0.01.

To determine whether the observed reduction of *Act88F* transcript levels was due to changes in transcriptional control of this gene, we employed a genetic reporter assay. We used our previously described *Act88F-FL* reporter, in which a 1 kb genomic element cloned from the region immediately upstream of the *Act88F* gene drives strong expression of β-galactosidase in the IFMs of transgenic animals (Bryantsev et al., 2012a). In Bs-PA KD, the activity of *Act88F-FL-LacZ* was substantially reduced, closely resembling the change in the expression of endogenous *Act88F* transcripts (Fig. 5B,C). Based on these transcriptional profiling and reporter assay results, we conclude that Bs-PA has a role in *Drosophila* flight muscles by controlling expression of the IFM-specific actin gene *Act88F*.

### Bs binds specifically to the *Act88F* promoter

The fact that *Act88F-FL* was sensitive to *bs* KD in muscles suggested that the 1 kb promoter/enhancer present in this reporter contains Bs-dependent regulatory elements. Bs shares 95% homology with the MADS DNA-binding domain of mammalian SRF (Pellegrini et al., 1995), a sequence-specific transcription factor that recognizes and binds to the DNA motif called the CArG box (consensus 5′-CCWWWWWWGG) (Minty and Kedes, 1986; Fig. 6A) as well as its sequence variants. CArG boxes bind SRF homologs across distant phyla, including crustaceans (Casero and Sastre, 2001; Shore and Sharrocks, 1995). According to a bioinformatic analysis, the sequence of the *Act88F-FL* promoter/enhancer does not contain the classical CArG box. However, we identified 30 instances of the CArG core sequence, which is represented by a short stretch of six A and/or T nucleotides (designated as W in the CArG motif, Fig. 6A). To narrow down those sites that may bind the Bs protein and therefore be functional, we determined the evolutionary conservation around the identified CArG core sequences. By aligning the *Act88F* 1 kb sequence with homologous genomic regions from multiple *Drosophila* species (Drosophila 12 Genomes et al., 2007), we confirmed substantial conservation for only two sites (sites 1 and 2, Fig. 6A). Site 1 was located close to the TATA-box and transcription start site, while site 2 was located more distally (Fig. 6B).

**Fig. 6.**
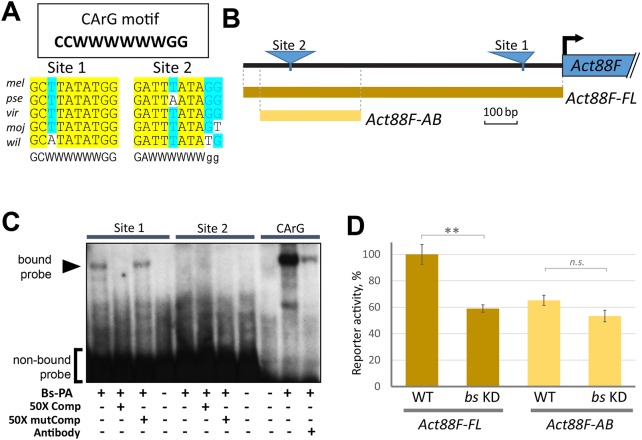
**Bs directly binds to the *Act88F* enhancer.** (A) The two most conserved putative Bs-binding sequences within the *Act88F* enhancer. Sites 1 and 2 share sequence similarities with the canonical CArG motif (framed, W=A/T). Yellow highlight indicates nucleotides with absolute conservation across eight distantly related *Drosophila* species, including: *D. melanogaster* (*mel*), *D. pseudoobscura* (*pse*), *D. virilis* (*vir*), *D. mojavensis* (*moj*) and *D. willistoni* (*wil*). Blue highlight indicates positions with significant conservation that contained mismatches in not more than two species. (B) Schematics of the full-length cloned *Act88F* enhancer (*Act88F*-*FL*) and its truncated version (*Act88F*-*AB*), with locations of putative Bs-binding sites. (C) Electrophoretic mobility shift assay (EMSA). Nuclear extracts from S2 cells transfected with a Bs-PA expression plasmid were examined for protein/DNA complex formation (marked with arrowhead), using radiolabeled probes representing site 1, site 2 or classical CarG sequences. Essential components of binding reactions are indicated, including Bs protein (Myc-tagged Bs-PA isoform), a 50-fold excess of non-labeled probes (intact or mutated) and anti-Myc antibody, which were used to validate binding specificity. DNA/protein complex formation is seen only with site 1 and CarG probes, and it is specific to Bs protein presence. (D) *In vivo* activities of two *Act88F-LacZ* reporters, bearing the enhancers depicted in B. Data were obtained in whole-fly lysates and represent averaged β-galactosidase activity from three independent assays (±s.d.). *t*-test results: **P<0.01; n.s., *P*>0.05.

To determine whether Bs could bind specifically to these sites, we carried out an electrophoretic mobility shift assay (EMSA). According to this assay, Bs bound to site 1 but not to site 2 (Fig. 6C). Interestingly, EMSA also revealed a lower binding affinity of Bs to site 1 in comparison with the classical CArG motif. This may highlight the functional consequence of a single-nucleotide substitution within site 1, in which a minor mutation is evolutionarily fixed in the promoters/enhancers of flight muscle-specific actin genes across all tested *Drosophila* species (Fig. 6C).

To define *in vivo* the requirement in gene expression of the sequences including site 1, we generated a shorter enhancer, termed *Act88F-AB*, that lacked the promoter-proximal sequences containing site 1 (Fig. 6B). Transgenic flies bearing the *Act88F-AB* reporter, inserted at the same genomic position as in *Act88F-FL* transgenic flies, were analyzed in a quantitative β-galactosidase assay. In a wild-type genetic background, the transcriptional activity of *Act88F-AB* was approximately half of that of *Act88F-FL* (Fig. 6D). Notably upon *bs* KD, *Act88F-AB* activity did not significantly change, whereas *Act88F-FL* activity became reduced to the levels characteristic of *Act88F-AB* (Fig. 6D). These results indicate that Bs controls *Act88F* gene expression *in vivo* via the region containing site 1.

Altogether, our data demonstrate that the enhancer/promoter of the IFM-specific actin gene *Act88F* contains at least one functional binding site for Bs. Our results also indicate that the transcriptional activity of the *Act88F* gene depends partially, albeit substantially, on Bs.

### Integration of Bs-dependent regulation into the global control of *Act88F*

The fact that the expression of Bs in muscles occurs in a broader domain than the expression of its target, the flight muscle-specific *Act88F*, implies the existence of an additional level of regulation for the *Act88F* promoter/enhancer. In a previous study, we found that a heterodimeric complex formed by the homedomain transcription factors Homothorax (Hth) and Extradenticle (Exd) directly binds and activates the *Act88F* enhancer (Bryantsev et al., 2012b). Thus, we hypothesized that the Exd/Hth complex might cooperate with Bs in the regulation of *Act88F*. To test this hypothesis, we determined critical developmental time frames required for either Hth or Bs to influence *Act88F* expression.

In a first experiment, we used Gal4 drivers that become active at different stages of muscle development to knock down expression of *hth* or *bs-RA/RC* (Fig. 7A). We used the *1151-Gal4* driver, which is first active in myoblasts prior to muscle differentiation (Roy and VijayRaghavan, 1998), and the *fln-Gal4* driver, that is active only after the onset of muscle differentiation (Bryantsev et al., 2012b). *Act88F* expression levels for all treatments were analyzed in pharate adults. With the *1151-Gal4* driver, *Act88F* transcript levels in the flight muscles were strongly reduced when we knocked down either *hth* or *bs* and, characteristically, *hth* KD had a greater impact on *Act88F* expression (Fig. 7B). By contrast, using the *fln-Gal4* driver, KD of *hth* had only a minimal effect upon *Act88F* transcript levels, yet KD of *bs* resulted in a strong reduction in *Act88F* transcript levels (Fig. 7B). These results indicate that *hth* expression must be knocked down early during muscle formation to impact IFM fate and *Act88F* expression, whereas *bs* KD starting at either early or late stages can significantly impact *Act88F* expression.

**Fig. 7.**
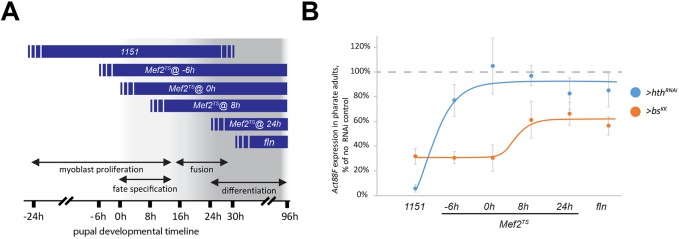
**Expression of *Act88F* during adult myogenesis depends on** ***exd*, *hth*** **and *bs*, but at temporally distinct stages.** (A) Schematics of pupal developmental timeline, indicating important phases of IFM development (double arrows) and activity windows for various genetic drivers (blue ribbons) used for knocking down *hth* and *bs* genes. The Mef2^TS^ driver is temperature sensitive, which allows deliberate activation at different times, as indicated. Exact timing of each driver is approximate, but the chronological order of different drivers is maintained. (B) Effects of *hth* (blue) and *bs* (orange) knockdowns, induced at various timepoints of development, on the expression of *Act88F.* Quantification of *Act88F* transcripts was performed by qPCR in pharate adults and is expressed as percentage of similarly treated genetically matched controls. Each data point is an average from three or four biological repeats±s.d. Solid lines show the approximated trend. *Act88F* expression depends on *hth* only at very early stages of IFM development, whereas *bs* retains control over *Act88F* for the entire period.

In a second experiment, we used a temperature-sensitive expression system to knock down the expression of *hth* or *bs* at distinct times of adult muscle development. We generated stocks that carried: the *Mef2-Gal4* driver, which is active in myoblasts and muscles throughout development (Ranganayakulu et al., 1998); the temperature-sensitive *Gal80^ts^* gene, which encodes a repressor of Gal4 function that can be inactivated by increasing the incubation temperature (McGuire et al., 2003); and a UAS-RNAi targeting – either *hth* or *bs*. Specifically, the incubation temperature was increased to initiate the KDs, starting at different developmental times, and the KD was sustained for the remainder of pupal development. Pharate adults were then analyzed for *Act88F* transcript levels (see Materials and Methods, Fig. 7A).

We found that if *hth* KD was initiated before the beginning of adult myogenesis (-6 h apf) and sustained for the remainder of the pupal stage, *Act88F* expression was significantly reduced (Fig. 7B). This was in agreement with the results with the *1151* and *fln* Gal4 drivers, and with our published studies demonstrating that Hth/Exd complex is expressed in founder cells, before the initiation of myoblast fusion (Bryantsev et al., 2012b). When we delayed the onset of *hth* KD for a few hours, the negative effect of *hth* KD on *Act88F* expression was entirely abrogated (Fig. 7B). This was not due to high stability of Hth protein, because KD of *hth* at 0 hr resulted in a clear absence of Hth protein at 48h APF (Fig. S2). These findings indicated that the most critical time at which Hth is required for flight muscle development is during early muscle specification.

For *bs*, induction of KD at all time points compromised *Act88F* expression (Fig. 7B). These data indicate that the requirement for *bs* in *Act88F* expression is later than that for *hth*, suggesting that *bs* functions temporally downstream of the flight muscle-specification factors.

The above results imply that *Act88F* expression will not be activated by Bs if the Exd/Hth complex is not present. Indeed the jump muscle naturally lacks the Exd/Hth complex but retains Bs (Fig. 8A and Fig. 3A, respectively), and *Act88F* is not actively expressed in the mature jump muscles (Fig. 3C), although *Act88F* is transiently expressed in the small cells of the TDT during pupal development (Dohn and Cripps, 2018). To investigate this experimentally, we ectopically expressed the Exd/Hth complex in developing jump muscles, to study whether it is sufficient to activate *Act88F*. Importantly, for this experiment we used *Act79B-Gal4*, which is a late jump muscle-specific driver that is activated after myoblast fusion (Bryantsev et al., 2012a), and therefore the transformation of the jump muscle into flight muscle is not complete. Muscle tissue samples were obtained from cryosections by using a microscope-controlled microdissecting technique, to ensure the accuracy of the analysis (Fig. 8B, outlined). Following RNA extraction, gene expression was analyzed using quantitative RT-PCR. Using this approach, we confirmed our earlier observation that *bs* transcripts encoding the Bs-A isoform are expressed in normal jump muscles at a detectable level, which was not strongly affected upon the introduction of the Exd/Hth complex (Fig. 8C, left panel).

**Fig. 8.**
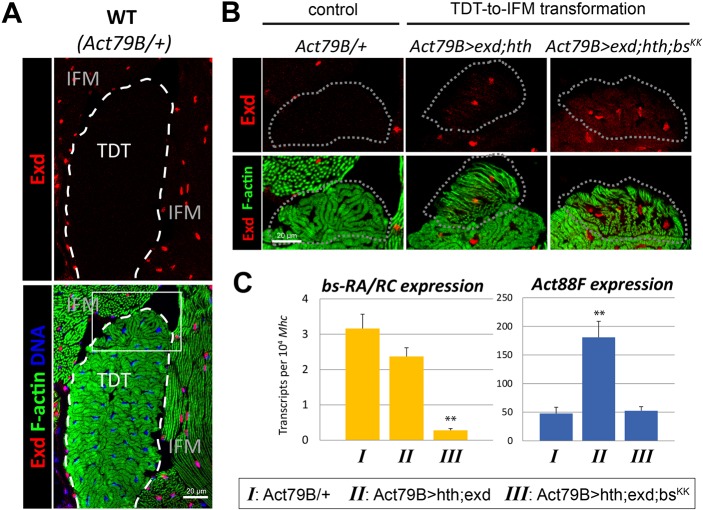
**Flight muscle identity factors *hth* and *exd* rely on *bs* for sustained *Act88F* expression.** (A) Exd expression in thoracic muscles. Cryosections of pharate adult thoraces were immunolabeled for Exd protein (red) and counterstained for actin myofibrils (green) and DNA (blue). The boxed area is shown at higher magnification in B. Exd protein (representing Exd/Hth complex) is not detectable in the jump muscle (TDT, outlined), but is well-expressed in nuclei of flight muscles (IFM). (B) Experimental identity conversion of jump muscle fibers. Wild type (WT), normal condition of small jump muscle cells (outlined). Expression of *UAS*-*exd* and *UAS*-*hth* transgenes (*Act79B>exd;hth*) was achieved using a jump muscle-specific *Act79B-Gal4* driver and confirmed by nuclear Exd accumulation (red). Exd-expressing fibers demonstrate altered morphology of myofibrils (green) that indicates fiber type conversion. When *bs* knockdown was introduced (*Act79B>exd;hth;bs^KK^*), it did not affect Exd nuclear localization or fiber type transformation. (C) Quantification of *bs*-*RA* and *Act88F* expression upon experimental fiber fate conversion. Transcript abundance was determined by qPCR in samples obtained by microsampling from the regions outlined by the dotted line in B. *Myosin heavy-chain* (*Mhc*) was used for transcript normalization. Each bar represents the average of three measurements±s.d. **P<0.01, using Student's *t*-test.

Ectopic expression of *exd* plus *hth* in jump muscles increased basal *Act88F* levels by approximately fourfold (Fig. 8C, right panel), consistent with the ability of these factors to bind to and activate the *Act88F* promoter/enhancer. By contrast, when we induced *bs* KD in the jump muscles expressing *exd* plus *hth*, the levels of *Act88F* transcripts returned to basal levels (Fig. 8C, right panel). These experiments demonstrate that Bs is required for Exd/Hth to activate *Act88F* expression in the jump muscles.

Overall, our data indicate that the Exd/Hth complex functions early to initiate expression from the *Act88F* promoter/enhancer, while Bs is necessary to sustain this expression. Importantly, Bs on its own is not sufficient to initiate high levels of *Act88F* expression *in vivo*.

## DISCUSSION

### A missing evolutionary link in muscle-specific gene regulation by SRF

Our study is the first report demonstrating that a non-vertebrate SRF is directly involved in transcriptional regulation of muscle actin gene expression. SRF is a MADS domain transcription factor and our studies demonstrate that, as in vertebrates, both SRF and another MADS domain transcription factor, MEF2, are crucial for normal adult muscle development (Bryantsev et al., 2012a). Members of the SRF family are thought to have developed as regulators of cytoplasmic actin genes. Given the importance of actin gene regulation for all eukaryotic organisms, SRF family members have been identified in practically all eukaryotes studied (Miano et al., 2007). Concomitant with the function of cytoplasmic actin, SRFs have been shown to affect cell migration and shape (e.g. see Schratt et al., 2002, 2001). Although direct genetic regulation of the *Drosophila* cytoplasmic actin genes *Act5C* and *Act42A* has not been demonstrated for *Drosophila* SRF, *Act5C* contains CArG boxes in its two alternate promoters (Bond-Matthews and Davidson, 1988). Moreover, *bs* is required for normal tracheal and wing-vein branching, processes that are likely to be actin-dependent (Affolter et al., 1994; Fristrom et al., 1994). In our RNAseq profiling, neither *Act42A* nor *Act5C* demonstrated significantly altered expression in response to *bs-RA/RC* KD in IFMs; however, we cannot rule out the possibility that these actin genes more readily respond to *bs-RB* isoform.

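*Act5C* (FBgn0000042, X from 5900861 to 5905399, Release 6) had 39.5 TPM in the control and 21.2 TPM in *bs* KD, a log2 change of −0.87. The ratio was 0.537 with a counting interval of 0.489 to 0.588. *Act42A* (FBgn0000043, 2R from 6013910 to 6015689) had 11.0 and 12.1 TPM, a log2 change of 0.13. Its ratio was 1.10 with a counting interval of 0.939 to 1.29, so a difference was not detectable at this depth, and its sign turns under upper-quartile scaling. These cytoplasmic actin genes were both within 2-fold (*Act5C* passes it with upper-quartile scaling, at −1.01) and within 3 standard deviations of the line of the moderate tier, at −0.94 and −0.11. In the authors' deposited table the unadjusted p is 0.460 for *Act5C* and 0.941 for *Act42A*. The 2 genes are close in sequence to the other actins, so their read counts are uncertain.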

Another function attributed to SRF is the transcriptional regulation of muscle-specific actins. This function has been described exclusively for vertebrate organisms that have multiple muscle-specific actin genes (Miano et al., 2007). Until this study, a role for non-vertebrate SRFs in muscle has only been demonstrated in *C. elegans*, despite the existence of multiple actin genes in many invertebrates (e.g. see Adema et al., 2017). *Drosophila* appeared to be an outlier, given that embryos null for *bs* function did not show overt muscle phenotypes (Affolter et al., 1994). Our study fills in this knowledge gap by demonstrating that indeed Bs is involved in direct regulation of *Act88F* – one of the four muscle-specific actin genes in *Drosophila*. These findings indicate a deep evolutionary role for SRF in regulation of myofibrillar actin transcription. Nevertheless, unlike the situation in vertebrates (Miano et al., 2007), our transcriptome data do not indicate that Bs regulates the expression of numerous myofibrillar protein genes, at least in the flight muscles, which may instead be a later evolutionary innovation. Indeed, the relatively short list of Bs-dependent transcripts in the flight muscles seems surprising given the broad expression of this gene in muscles. It is possible that, as in *C. elegans*, *Drosophila* SRF functions redundantly with other factors. 

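The 21 sarcomere genes outside the actins and the flight muscle-enriched genes kept close to their control level. Of these, 1 was higher by 2-fold or more (*Mlp84B*, a muscle LIM protein, 1.12 to 3.59 TPM, chosen after its values were seen, and within 2-fold with upper-quartile scaling) and none was lower by that size. The median log2 change was −0.01, or −0.14 relative to the shift of 0.13, at percentile 10.6 among random lists matched on mean expression. *Mhc*, the myosin heavy chain, had 6295 TPM in the control and 4993 TPM in *bs* KD (−0.33), and *Tm1* (tropomyosin) had 5284 and 3277 TPM (−0.69). The lowest member was *Zasp67*, a Z-disc protein, at −0.78. *wupA* (troponin I) and *up* (troponin T) were on the other side, at 0.31 and 0.29. The giant proteins *sls* (100.5 to 93.8 TPM) and *bt* (117.7 to 92.1 TPM) and *Prm*, paramyosin (4857 to 4020 TPM), were lower by less than 2-fold. Apart from *Zasp67*, the genes named here were chosen after their values were seen.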

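By size alone, 599 of the detected genes were higher by 2-fold or more in *bs* KD and 386 were lower, which together make 15.4% of those detected. With upper-quartile scaling of the libraries the numbers were 447 higher and 462 lower, so the share of higher genes went from 60.8% to 49.2%. Among genes with at least 10 TPM in at least one library there were 368 higher and 169 lower. Farthest above the control in that set were *CG31087* (5.69 on the log2 scale), *CG13026* (5.03), *Muc11A*, a mucin gene listed at 0 in the control and at 20.1 TPM in *bs* KD (at least 619-fold higher), and *Phyhd1* (3.93). Next came *Arc1*, *CG18853* (3.76), *CG16762* (at least 60.4-fold higher from a control listed at 0), *Arc2* (3.62), *CG13323* (at least 29.7-fold higher) and *Eaat2*, an amino acid transporter gene (3.53). Bounds for genes listed at 0 use 3 reads in the library without signal. *CG31087* and *Eaat2* had 1.12 estimated reads in the control, so the counting intervals of their ratios are wide, from 208 to 45843 and from 92.9 to 20563. None of these counts comes from a test.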

Alternatively, the time-point for RNA isolation in our experiments may not match the developmental time at which Bs exerts a strong influence over a large number of target genes. Therefore, additional Bs targets might be uncovered by transcriptome analysis at serial time points.

### A fiber-specific role for SRF in *Drosophila*

The requirement for *Drosophila* SRF in muscle shows a striking restriction to the fibrillar fiber type: other adult muscles appear to be unaffected by *bs* KD, and actin levels are unaffected in the jump muscles of *bs* KD animals. This result is somewhat reminiscent of the studies of Charvet et al. (2006), where a knockout of SRF in skeletal muscles of adult mice resulted in a failure of further muscle growth and a failure of muscle regeneration. Importantly, mutant muscles showed a reduction in fast/type IIB fibers, presumably resulting from a fast-to-slow transition in fiber identity. Although fiber-type switching cannot be directly equated to differences in fiber-type differentiation, our data, in combination with those of Charvet et al., imply that fiber-specific roles for SRF may exist in vertebrate skeletal muscles.

Although the predominant effects of *bs* KD appear in the flight muscles, we note that jumping ability is reduced in *bs* KD animals compared with controls (see Fig. S1). This is clearly not due to reduced actin accumulation in the KD TDTs (see Fig. 5), and may result from a requirement for Bs in the expression of genes, yet to be identified, that contribute to jump muscle function. Alternatively, defects in flight muscle structure may affect the flexibility or rigidity of the thorax, and this reduced stiffness could dampen the jumping power. Some support for this latter explanation comes from the reduced jumping ability of null mutants for *TpnC4*, an IFM-specific Troponin C gene (Chechenova et al., 2017).

### Exd and Hth may function as pioneer factors in muscle identity

We identified only a single CArG site in the *Act88F* enhancer/promoter. Moreover, this site deviates from the canonical CArG motif by a single nucleotide, which apparently lowers its affinity to Bs. It would be interesting to mutate this site in the context of the enhancer-*LacZ* to test whether it is essential for *Act88F* expression, and to determine whether other non-consensus sites might be present. CArG sites are generally present in pairs or small clusters (Blank et al., 1992; Miano, 2003), which could be a redundant feature or could serve to better recruit co-factors. Single CArG sites in mammals have also been reported (Miano, 2003).

An explanation for the single CArG box in *Act88F* could arise from a role for Bs in sustaining, rather than initiating, *Act88F* expression. For Bs to contribute to *Act88F* transcription, the cells must also be expressing (or have expressed) the homeodomain transcription factors Exd and Hth. We propose that Exd and Hth have an early function in opening up the chromatin in the vicinity of *Act88F*, after which Bs binds to the *Act88F* promoter to sustain its transcription (Fig. 9). This model is supported by the following evidence: (1) Bs alone is not sufficient for *Act88F* transcription in the jump muscle (Fig. 3); (2) Exd and Hth are dispensable for *Act88F* expression following the onset of flight muscle differentiation, whereas Bs remains required for a longer time (Fig. 7); and (3) Exd- and Hth-dependent ectopic expression of *Act88F* in the jump muscles is dependent upon *bs* (Fig. 8). Exd and Hth may therefore function as pioneer factors, promoting the transcriptional programming of specific cell types (see Iwafuchi-Doi and Zaret, 2014; Zaret and Carroll, 2011). This hypothesis needs to be tested by analyzing *Act88F* chromatin organization in control and mutant muscles; nevertheless, the mammalian Exd and Hth orthologs Pbx1 and Meis1 have been shown to function as pioneer factors in other contexts (Berkes et al., 2004; Heidt et al., 2007; Magnani et al., 2011). Exd and Hth also function to upregulate *salm* expression (Bryantsev et al., 2012b), and *salm* in turn is both necessary and sufficient to promote flight muscle fate (Schönbauer et al., 2011). An alternative to our hypothesis is that Salm may function as the pioneer factor.

**Fig. 9.**
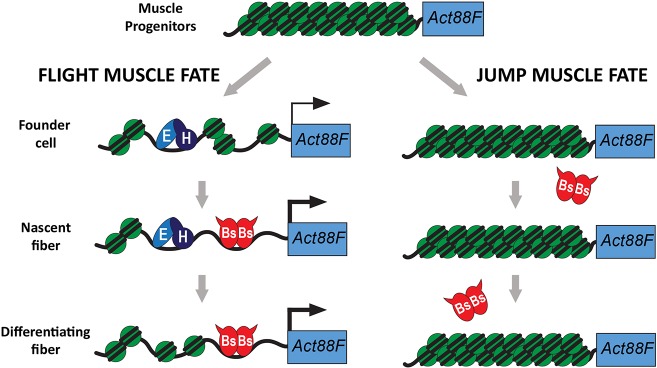
**Model for *Act88F* transcriptional initiation and maintenance.** In adult muscle progenitor cells, no expression of the *Act88F* gene (blue box) is evident, as indicated by the condensed chromatin state of its promoter/enhancer. In muscle precursors, upon specification as flight muscles, the pioneer factors Exd and Hth bind to the *Act88F* enhancer and loosen the chromatin to provide initial activation of *Act88F* transcription (thin line with arrow). In nascent flight muscles, Bs binds to the CarG box in the proximal promoter and boosts *Act88F* transcription (thick line with arrow). Later, in differentiating fibers, the Exd/Hth complex may no longer be present at the enhancer, but Bs maintains a high level of transcription from *Act88F*. In contrast, in developing jump muscles, Bs is unable to access the CarG box without Exd and Hth, so the *Act88F* gene remains inactive.

One common feature of actin regulatory elements is the presence of cis-regulatory regions in proximity to the CArG sites. In vertebrates, proximal sites include E-boxes that bind bHLH transcription factors (Blank et al., 1992). In *Act88F* regulation, the Exd and Hth, and Bs binding sites are about 700 bp apart. This suggests that Exd and Hth are not acting directly with Bs, but rather cooperate with Bs by making site 1 available for Bs binding, presumably by loosening the chromatin around the CArG box.

### Cooperation of SRF with co-factors

In the context of muscle, SRF partners include Myocardin and other members of the MRTF family (Miano et al., 2007), and *Drosophila* has an MRTF ortholog (Han et al., 2004). Moreover, MRTFs may determine the selectivity of transcriptional activation by SRF complexes (Small, 2012). Knockdown of *Drosophila Mrtf* in myoblasts completely abolishes formation of all adult muscles (A.B. and R.M.C., unpublished), which supports its involvement in the early steps of myogenesis. This makes it less likely to be involved in fiber-specific differentiation, although MRTF may have distinct early and late functions in adult myogenesis.

Selective interaction with additional transcriptional partners may explain the different roles that we observed for Bs-A and Bs-B isoforms toward tracheal and muscle development. The DNA-binding abilities of the two dSRF isoforms are presumably the same, but variable C-terminal domains may provide an assembly point for distinct co-factors. It is also possible that the two isoforms compete with each other or have overlapping redundant roles that are yet to be uncovered.

## MATERIALS AND METHODS

### Fly stocks and husbandry

The following genetic fly lines were purchased from the Bloomington *Drosophila* Stock Center (BDSC) or the Vienna *Drosophila* Stock Center (VDRC): *Df(2R)exel6082/CyO* (BDSC 7561), *Df(2R)BSC603/SM6a* (BDSC 25436), *UAS-bs^KK108659^* (VDRC 108659), KK-library isogenic control (VDRC 60100), *UAS-exd^KK107437^* (VDRC 100687), *UAS-hth^HMS01112^* (BDSC 34637), *CyO/btl-Gal4* (BDSC 8807) and *bs*-*Gal4* (BDSC 25753). VDRC RNAi lines have been described previously (Dietzl et al., 2007), and the BDSC RNAi line is from Ni et al. (2011). The *bs* rescue flies *UAS-bs-HA* (F001824) were from FlyORF (flyorf.ch). The TDT-specific driver line *Act79B*>*Gal4* has been described previously (Bryantsev et al., 2012a).

To create the temperature-sensitive driver line Mef2^ts^, standard crossing techniques were used to make a stock harboring *Mef2-Gal4* (III) (a gift from A. Johnson, Washington University in St. Louis, MO, USA) and *tub-Gal80^TS^* (BDSC 7108). The *fln-Gal4* line is a modification of the *fln*-*nLacZ* transgenic line described by us previously (Bryantsev et al., 2012b), with the exception that the *fln* enhancer drives Gal4 expression. The pattern of expression of the *fln-Gal4* was verified to be exclusively IFM specific, as reported before for *fln-LacZ*.

The myoblast-specific driver line *1151-Gal4* was a gift from L. S. Shashidara (Indian Institute of Science Education and Research, Pune, India). *Act88F-FL* and *Act88F-AB* reporter lines were created using the identical protocol: the *Act88F* enhancer sequences were amplified (see primer sequences below) and cloned into pDONR-nLacZ-attB, a Gateway-compatible derivate of a *LacZ* reporter described elsewhere (Bischof et al., 2007). Importantly, the FL and AB reporters were integrated at the same attP genomic landing site (located in the cytogenetic locus 86Fb) of the parental line (BDSC 24749, see Bischof et al., 2007). Construct injections for transgenesis were performed by Rainbow Transgenic Flies.

Fly stocks were maintained on standard fly food (Jazz mix, Fisher) at 25°C. Fly crosses were set and maintained at 29°C, unless otherwise specified.

For the temperature-sensitive KD study, the crosses with Mef2^ts^ flies were reared at 18°C. Depending on the desirable time point of RNAi activation, late wandering larva, white pupae or staged (6 or 24 h) pupae were transferred to 29°C where the rest of their development took place.

### Making the *bs-RB* RNAi line

A 575 bp region, unique to the *bs-RB* transcript, was amplified (Table 1) and twice inserted into the assisting cloning vector pGEM-WIZ (Bao and Cagan, 2006) to obtain a tandem repeat with head-to-head orientation. Cloning details have been described previously (Bryantsev et al., 2012a). After construct orientation verification, the region containing the inverted copies, separated by an intronic spacer, was subcloned into pUASt (Brand and Perrimon, 1993) vector and used for transposon-mediated transgenesis, following standard techniques (Rubin and Spradling, 1982).

**Table 1.**
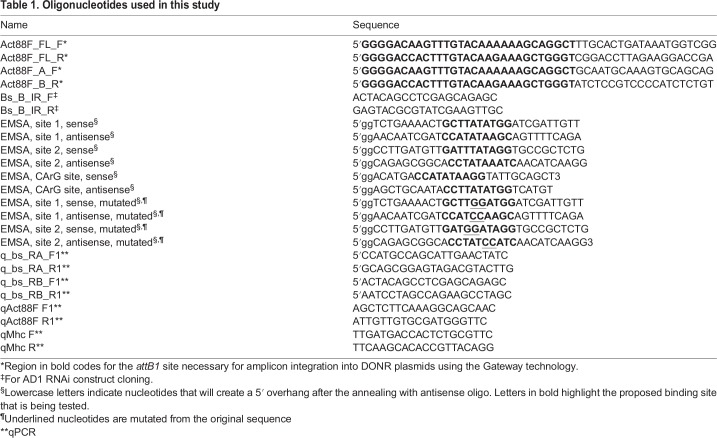
**Oligonucleotides used in this study**

### RNAi screening

The crosses between the driver line females (line *1151-Gal4*) and males of RNAi-inducing lines were set and kept at 29°C. For morphologic analysis, young adults aged 1-2 days post eclosion were collected and used for cryosectioning.

### Functional tests

Flight tests were carried out in a flight chamber as described previously (Chechenova et al., 2017). For flight index calculations, each tested fly received a score of either 3, 2, 1 or 0 depending on whether it flew upward, horizontally, downward in the chamber or could not fly, respectively. Jump tests were performed essentially as described previously (Chechenova et al., 2017). In each test, 50-70 young adult flies were analyzed 2-3 days post eclosion.

### Cryosectioning and fluorescence microscopy

General procedures were followed as described previously (Morriss et al., 2012). Young flies were embedded in Tissue-Tek medium and immediately flash-frozen in liquid nitrogen. Frozen blocks were sectioned using a Triangle Biomedical Sciences cryostat. Sections (10 μm) were air-dried on slides and fixed with 3.7% formaldehyde for 10 min before processed for immunostaining. Muscles were revealed with Alexa-488 conjugated phalloidin (Molecular Probes); nuclei were counterstained with DAPI (Sigma). Confocal images were obtained using a LSM710 microscope (Zeiss). The following primary antibody were used: mouse monoclonal antibodies against alpha-actinin (Developmental Studies Hybridoma Bank, 2G3-3D7, 1:50) and β-galactosidase (Promega, Z378A, 0000167492, 1:1000), and rabbit polyclonal antibody against Hth (Santa Cruz, sc-26187, 1:100). Secondary antibodies were Cy3-labeled goat anti-mouse and anti-rabbit (both from Jackson ImmunoResearch, 115-167-003 and 111-167-003, respectively; 1:400), and Alexa 488-labeled goat anti-mouse antibody (Invitrogen, A32723, TA252657, 1:400).

### Morphometric analysis

Confocal images of thoraces from cryosections, prepared and stained as described above, were obtained with a 63× oil-immersion objective and analyzed with the Zen software (Carl Zeiss). For each condition, we measured between 150 and 250 myofibrils from four to seven animals (Table S1). We note that our measurements, by absolute values, differ slightly from previously published data (e.g. see Spletter et al., 2018). Such discrepancy may be attributed to the differences in the fixation protocol, as other research groups opt for prolonged formaldehyde fixation prior to muscle sectioning (pre-fixation). In a separate test, when we used a pre-fixation protocol (3.7% formaldehyde fixation for 24 h at 4°C, as in Spletter et al., 2018), we were able to fully recapitulate previously published morphometric results (Fig. S3). The data presented in this paper for analysis of *bs* KD and control muscles were generated using the methods described in the previous section, including post-fixation.

### RNA-sequencing and expression analysis

For RNAseq analysis, the collected young adults were staged for 3 days at 29°C to minimize gene expression fluctuations that are typical of recently eclosed flies. For each sample, flight muscles were dissected from females in 1 M sucrose and immediately dissolved in the solubilizing buffer provided by the RNeasy RNA purification kit (Qiagen). Total RNA was extracted following the kit manufacturer's protocol, including a 15 min on-column DNAse I digestion. Purified total RNA (100-200 ng) was sent for sequencing to the Sulzberger Genome Center at Columbia University. RNA quality control and library preparation was performed at the same center. Approximately 30 million of single-end, 100 bp reads were produced with an Illumina 4000 instrument. Post-run transcription analysis was performed on the free public bioinformatics platform Galaxy (usegalaxy.org). Sequenced reads in the FASTA format were run by the mapping/quantifying algorithm Salmon (Patro et al., 2017), which used all annotated transcripts and gene coordinates from the 6.21 release of the *D. melanogaster* genome. Salmon produced consolidated transcript counts for each *Drosophila* gene in the ‘transcripts per million’ (TPM) metric. Preliminary analysis of gene expression differences between control and *bs* KD samples was performed using the DEseq2 method (Love et al., 2014;Table S2). 

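The p-values in the authors' deposited table come from whole-number TPM. Its base mean equals the mean of both libraries' rounded TPM, within 0.006, for 13929 of 13931 genes, and the 7301 genes with a p are those with a rounded TPM of 1 or more in at least one library. TPM holds no library depth, so the model saw the TPM of a gene and not the number of its reads. The deposited log2 changes of *bs* and *Hsp22* are nearer 0 than those computed from TPM. For *bs* the table gives a log2 change of −0.09 and an unadjusted p of 0.865, and for *Hsp22* 1.12 and 0.0696. The 3 genes with a smaller p than *Act88F* are *CG16826*, the eye pigment gene *w* (0.00973) and *CG18853* (0.0116).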

To better visualize the expression variances and provide alternative, less stringent analysis, we split the expressing genes into four tiers, based on the magnitude of their transcriptional output, as explained in the Results, and applied the regression analysis for each group. To do that, a linear regression was calculated for genes, plotted in control versus *bs* KD TPM coordinates, and the minimal R distance was computed between the actual and the projected positions for each gene. The confidence interval for R distances was set to three standard deviations from the regression line.

### Real-time quantitative PCR

Muscles dissected as described for the RNA-seq procedure, or entire pharate adults (for Fig. 7), were used for total RNA extraction using the RNeasy RNA purification kit (Qiagen), followed by cDNA synthesis with SuperScript II kit (Invitrogen). cDNA mixes were diluted five times and used for real-time amplification with Power Sybr Green mix (Applied Biosystems) and the Prism 7000 instrument (Applied Biosystems). We used the absolute quantification method, where sample reactions were run alongside a series of purified and titrated amplicons of known concentrations; post-run analyses were carried out using the SDS software (Applied Biosystems). The abundance of *bs* and *Act88F* transcripts was normalized by the amount of *Mhc* transcripts in each sample (Table 1).

### Microsampling technique

This was carried out essentially as described previously (Bryantsev et al., 2019).

### Western blotting

For each genetic condition, eight freshly eclosed flies were used for IFM and TDT muscle isolation. Dissected muscles were homogenized in 30 μl of 2× Laemmli sample buffer and used to prepare three twofold serial dilutions. After 3 min boiling, the diluted samples were run on 4-20% gradient acrylamide gel and transferred onto nitrocellulose membrane. Membranes were stained with Ponceau S and photographed. After brief destaining and blocking with 2% non-fat milk, the membranes were labeled with primary rabbit anti-actin antibody (Cell Signaling, 4968S, 02/2018, 1:1000) and secondary goat anti-rabbit, HRP-conjugated antibody (Jackson ImmunoResearch, 111-035-144, 1:1500). Chemiluminescence imaging of membranes was performed using ECL chemistry (Pierce) with a ChemiDoc imager (Bio-Rad). Image Lab software (Bio-Rad) was then used to run band intensity quantification.

### β-Galactosidase activity assay

Young adult flies were frozen at 3 days post eclosion and kept at −20°C. Each fly was ground to homogeneity in 100 µl of PBS buffer containing 0.1% Triton X-100 and debris was pelleted at 14,000 ***g*** for 1 min. Clarified lysates were loaded onto a 96-well plate (80 µl/well) and mixed with β-galactosidase reagent (ThermoFisher Scientific, 20 µl/well) and immediately placed at 37°C in a multi-well plate reader (ThermoFisher Scientific Multiskan, FC #51119100). Absorbance of developing reactions was measured at 405 nm every 2 min for an overall 22 min period. Absorbance rates for individual reactions were determined based on plotted reaction kinetics. Three flies were used per line in each assay run; final data were the average of three separate assay runs.

### Electrophoretic mobility shift assay

Nuclear extracts were prepared from S2 *Drosophila* cell cultures (Invitrogen; not recently validated nor tested for contamination) transfected with either empty vector (plasmid pPAc-Pl), or a vector containing the coding sequence of *bs-RA* fused to a Myc tag. Cells were plated at 5×10^5^ cells/well in a 24-well plate and transfected with TransIT transfection reagent in serum-containing medium (Mirus Bio). Immunofluorescence analysis with anti-Myc antibody (Invitrogen, PA3-981, SB249693) confirmed nuclear localization of the Myc-Bs protein. 24 h post-transfection, cells were harvested, combined into batches of ∼1×10^6^ cells/batch and processed. In brief, cells were treated with hypotonic buffer, lysed and centrifuged, and the nuclear protein fraction was obtained by extracting the pellet with high-salt buffer [20 mM HEPES (pH 7.9), 0.4 M NaCl, 1 mM EDTA, 1 mM EGTA, 1 mM DTT, 1 mM PMSF].

Oligonucleotides for EMSA probes were designed to carry 5′GpG dinucleotide overhangs after annealing (Table 1). To label EMSA probes, a fill-in reaction was run with annealed probes using Klenow exo^−^ enzyme (New England Biolabs) and P^32^-labeled dCTP. The labeled probes were purified on G-50 columns (GE Healthcare) and diluted to 50,000 cpm.

For each binding reaction, 3 µl of nuclear extract were mixed together with 1 µl of polydI/dC (Sigma, 1mg/ml) and 1 µl of 10× binding buffer [150 mM Hepes (pH 7.9), 10 mM EDTA, 5 mM DTT, 5% glycerol, 4 µg PolydI/dC] in the total volume of 10 µl. Such pre-assembled reactions received 1 µl of a labeled probe either alone or in combination with a 50× excess of non-labeled competitor probes, as indicated. After a 20 min incubation, reactions were loaded and run on 5% polyacrylamide gel. Probe signal was detected using X-ray film.

### Statistical analysis

A comprehensive summary on sample sizes, statistical methods and *P*-values can be found in Table S5.

## Supplementary Material

Supplementary information

# Supplementary material for: Regulation of fiber-specific actin expression by the Drosophila SRF ortholog Blistered
**Source:** Development. 2019 Apr 4;146(7):dev164129. doi: 10.1242/dev.164129
**Supplement:** Supplementary information

Fig. S1. Involvement of *bs* in myogenesis is isoform-specific. **A.** Cross with the trachea-specific genetic driver *breathless-Gal4* (*btl-Gal4*) to functionally validate isoform-specific *bs* RNAi constructs. Knockdown efficiency was measured by determining the relative viability of non-CyO progeny compared to CyO progeny. If no lethality occurred, approximately 50% of progeny would be non-CyO. Control cross did not have RNAi transgenes, but retained the driver. Note that both RNAi constructs, targeting *bs*-RA/RC and -RB isoforms produced similar degree of lethality. **B.** Isoform-specific effects of *bs* knockdowns in adult muscles. RNAi was induced in all myoblasts using the *1151-Gal4* driver. The mean flight index was calculated for 55-75 flies in each group, as described in the Materials and Methods. For jump tests, the mean jumping distance for a group of 45-65 flies is shown. Only knockdown of *bs*-RA affected flying and jumping. All bars represent the average $\pm$ standard deviation. t-test results comparing KD data with controls: **<0.01.

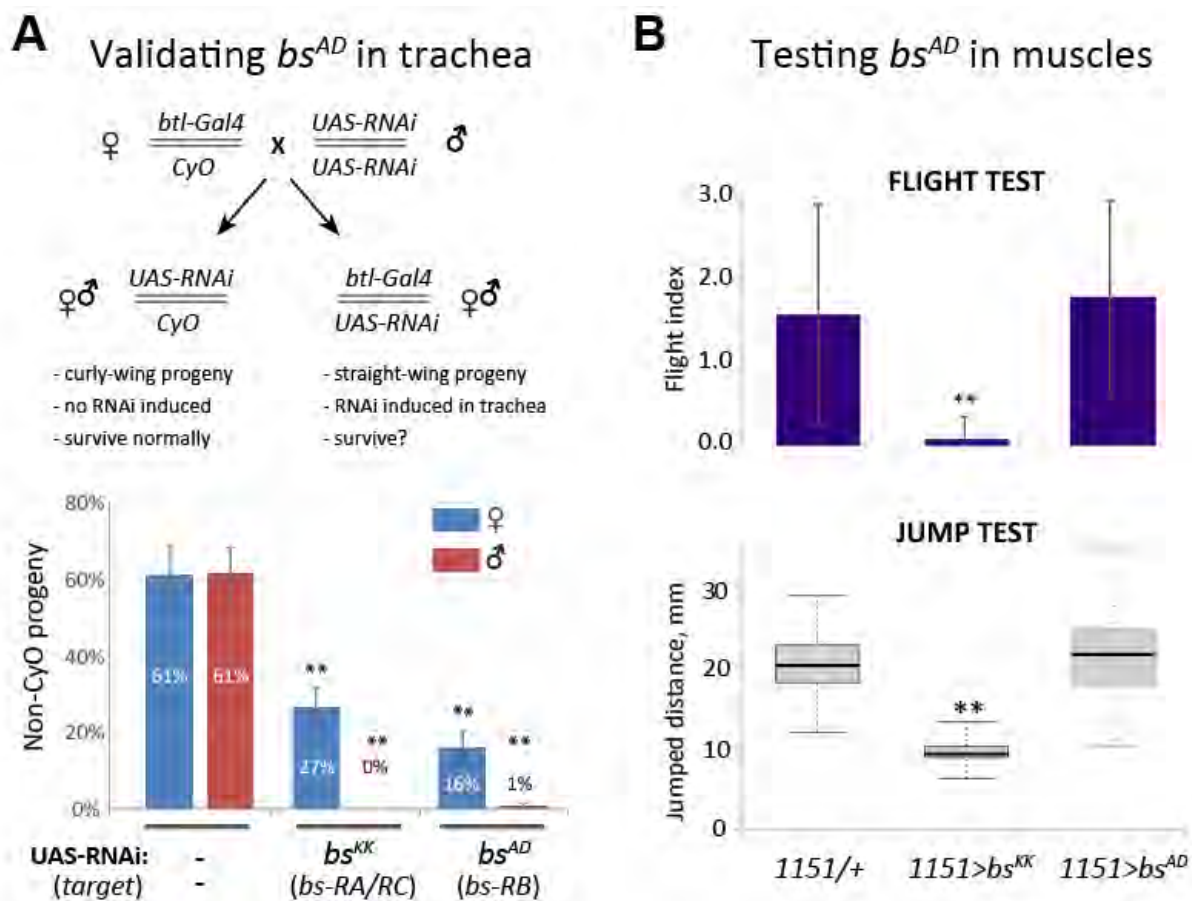

Fig. S2. Validation of *hth* knockdown in developing flight muscles produced by two genetic drivers. Hth protein (red), F-actin (green), and DNA (blue) in flight (IFM) and jump (TDT) muscles were detected by fluorescence confocal microscopy from 10- μ m cryosections (maximum intensity projections were used). Quantification of the images (below) shows the median of Hth immunostaining intensity in IFM and TDT nuclei. TDT nuclei that naturally lack Hth were used to set the background level (dashed line). **A.** Control (*Mef2^{TS}*>+) and experimental (*Mef2^{TS}*>*hth^{RNAi}*) pupae were moved to 29°C at 0h apf, to activate RNAi by temperature-sensitive driver *Mef2^{TS}*, and then subsequently analyzed at 48 h apf. **B.** Control (*fln*>+) and knockdown pupae (*fln*>*hth^{RNAi}*) were incubated at 25°C to induce *hth* KD at mid-developmental stage and analyzed as pharate adults near the end of pupal development (90+h apf). Arrowhead indicates Hth expressed in a tracheal cell outside of knockdown muscle.

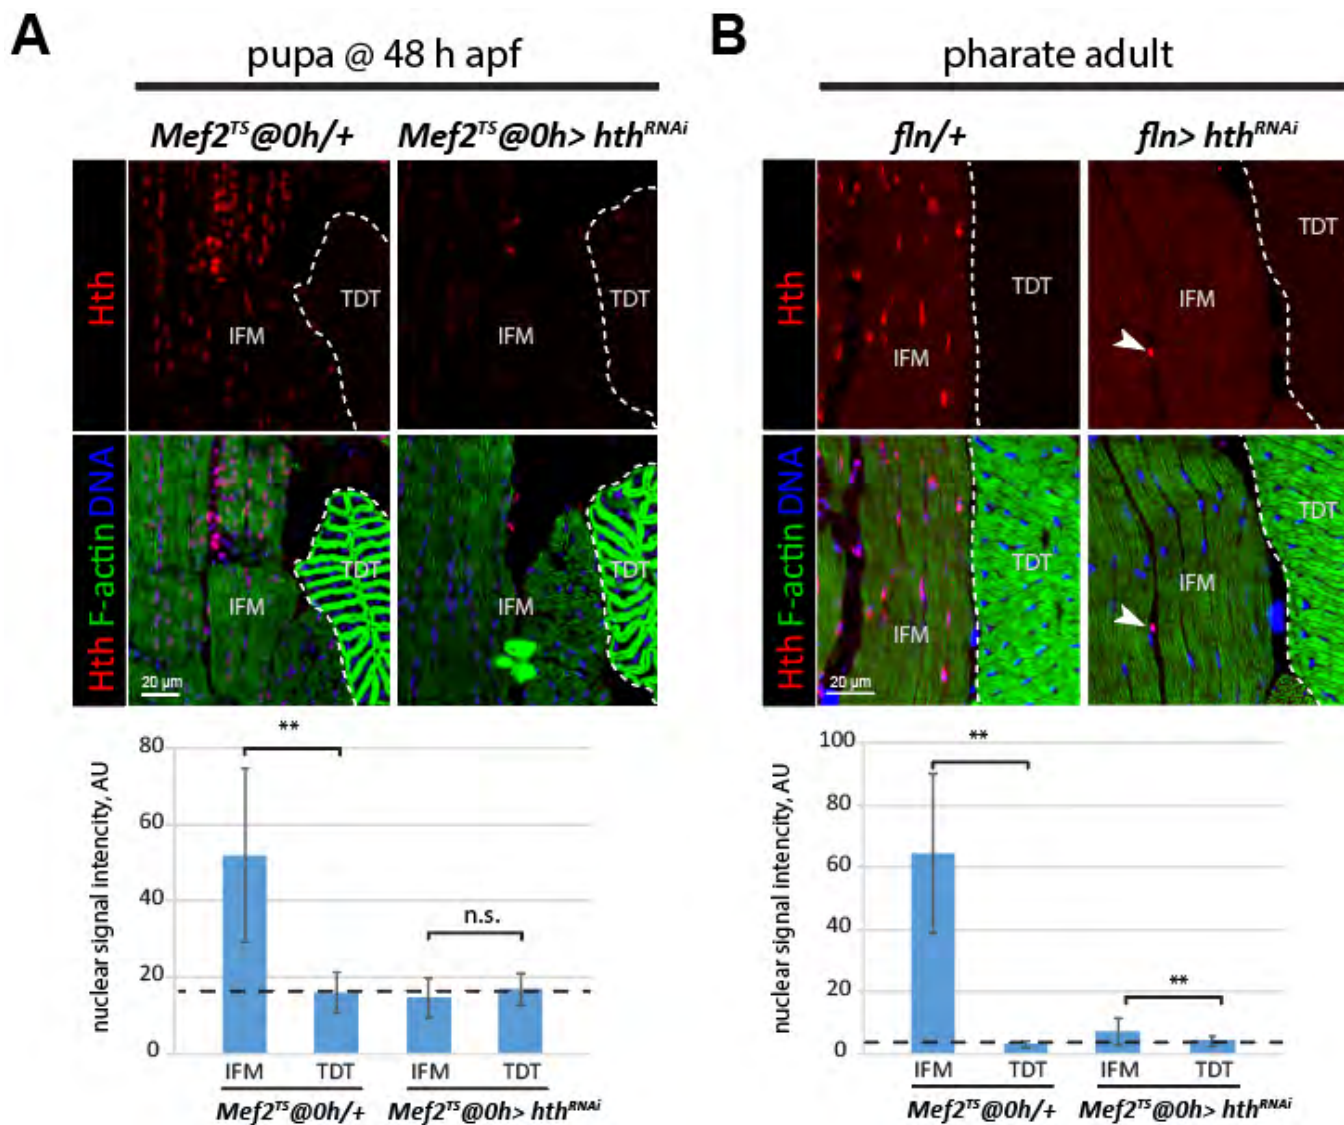

Fig. S3. Fixation protocol affects morphometric measurements of myofibrils. Flies were either fixed with 3.7% formaldehyde for 24 h at 4°C (pre-fixed) or left untreated (post-fixed), before cryosectioning and immunostaining as described in the Methods. **A.** A box plot of measured sarcomere lengths obtained from 48 h apf pupae. **B.** Box-plot distribution of myofibril diameters obtained from adult flies. Note that pre-fixation extends sarcomere lengths (A), but reduces myofibril diameters (B). Crosses, position of the mean; asterisks, t-test p-value <0.01 .

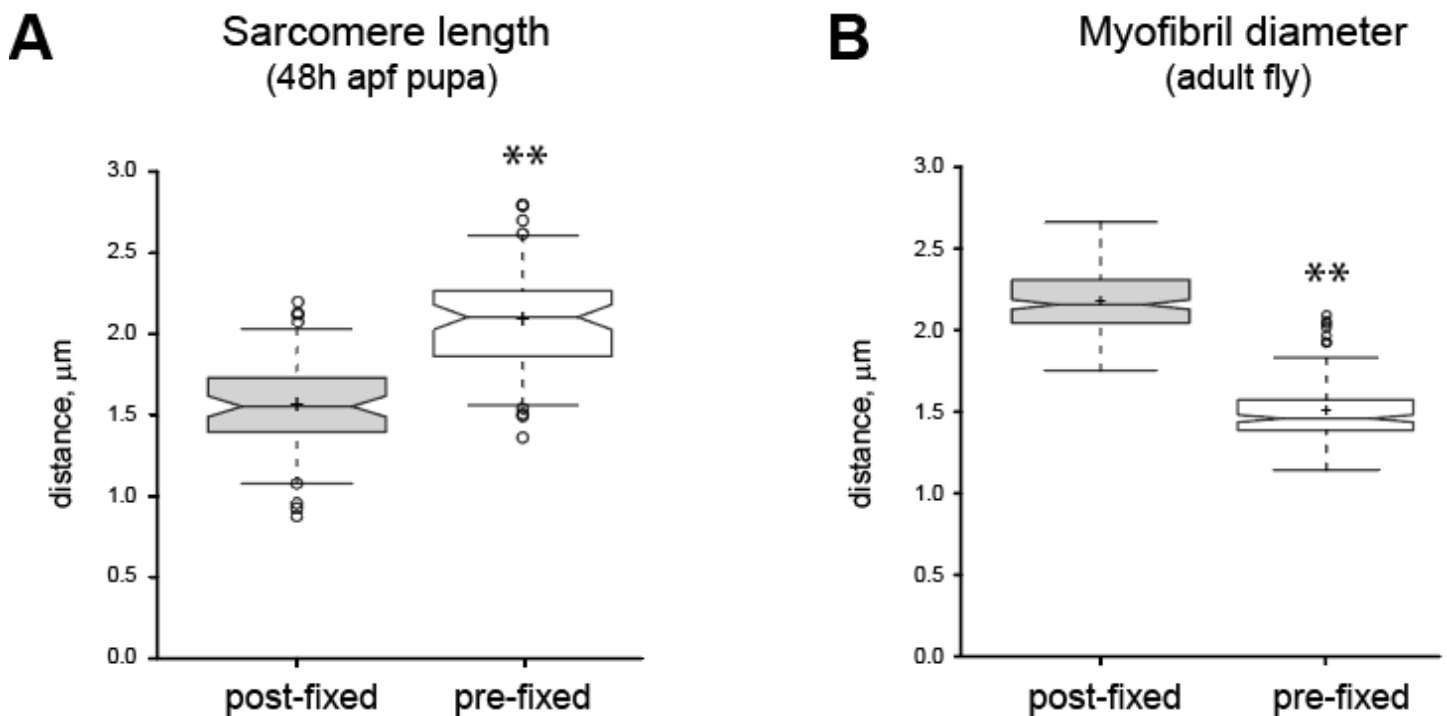

Table S1. Quantitative morphometric analysis of myofibrils in control and bs KD pupae and adult flies

[Click here to Download Table S1](#)

Table S2. Quantitative transcriptome data from control and bs knockdown flight muscles

[Click here to Download Table S2](#)

Table S3. The list of genes demonstrating significant changes in activity in the flight muscle in response to *bs* RNAi knockdown.

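Table S3 gives for each gene the control TPM, the *bs* KD TPM, the log2 ratio, the gene symbol and a short note on function. The 136 rows used here match the deposited TPM of both libraries within 0.051. The log2 ratio has no added constant in 133 rows, and in the 3 rows whose deposited control value is 0 it equals the ratio to 0.01 TPM. These 3 are *Muc11A*, *CG16762* and *CG13323*. With 1 TPM added to both values, 118 of its rows have a log2 change of 1 or more and 10 have one of −1 or less. Rows inside 2-fold on that scale include *ND-MNLL*, a subunit of respiratory complex I (897 to 1489 TPM, 0.73). The listed genes were chosen from these libraries, so their counts are not independent evidence of direction.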

Flybase Gene ID	Expression, TPM*		Change in expression, log[2]	Known to respond to <i>Act88F</i> -null? #	Gene symbol	Notes
	control	bs KD				
FBgn0032381	399.5	2.1	-7.5		Mal-B1	enzyme, metabolic
FBgn0051202	9.0	0.2	-5.5		alpha-Man-Ic	enzyme
FBgn0015010	97.8	3.1	-5.0		Ag5r	-
FBgn0263762	384.2	36.6	-3.4		CG43679	-
FBgn0033521	100.0	10.1	-3.3		CG12896	redox homeostasis
FBgn0266455	78.2	12.8	-2.6		CG45080	-
FBgn0000047	33115.5	7471.5	-2.1		Act88F	myofiber component, actin, IFM-specific identified as <i>Bs</i> target in this study
FBgn0016926	87.2	23.1	-1.9		Pino	-
FBgn0031561	91.4	32.7	-1.5		IM33	immune response
FBgn0033518	98.3	38.5	-1.4		Prx2540-2	redox homeostasis
FBgn0039525	741.9	412.5	-0.8		CG5646	mitochondrial transporter
FBgn0032129	694.8	395.9	-0.8		jp	-
FBgn0040985	856.8	532.4	-0.7		CG6115	-
FBgn0010213	916.4	628.3	-0.5		Sod2	redox homeostasis
FBgn0261439	971.1	684.2	-0.5		SdhA	mitochondrial respiration
FBgn0002772	19455.8	25584.4	0.4		Mlc1	myofiber component, myosin light chain
FBgn0029971	897.3	1488.5	0.7		ND-MNLL	mitochondrial respiration
FBgn0266490	583.1	985.1	0.8		CG45089	-
FBgn0069923	959.3	1923.1	1.0		CG41128	-
FBgn0011726	76.1	168.5	1.1		tsr	actin binding
FBgn0031603	9.9	22.7	1.2		CG15432	-
FBgn0031057	9.6	22.1	1.2		Ubqn	proteasome component
FBgn0032147	68.3	160.5	1.2		IP3K1	kinase, regulatory
FBgn0000557	290.0	685.1	1.2		eEF1alpha2	translation machinery
FBgn0030433	71.0	168.6	1.2		mRpL49	translation machinery, mitochondrial
FBgn0038234	9.3	22.4	1.3		mRpL11	translation machinery, mitochondrial
FBgn0041205	8.3	20.3	1.3		key	protein adaptor, regulatory
FBgn0003714	86.3	214.0	1.3		tko	translation machinery, mitochondrial
FBgn0033608	237.3	600.8	1.3		CG13220	-
FBgn0040077	8.7	22.9	1.4		primo-1	phosphatase, regulatory
FBgn0035335	53.1	140.2	1.4		mRpL23	translation machinery, mitochondrial
FBgn0001223	404.4	1087.9	1.4	yes	Hsp22	molecular chaperone
FBgn0040899	75.5	207.2	1.5		CG17776	-
FBgn0039849	7.1	19.6	1.5		CG11334	enzyme, metabolic
FBgn0264694	8.4	23.2	1.5		mgr	molecular chaperone
FBgn0038674	9.7	27.3	1.5		CG14285	-
FBgn0033179	9.6	27.4	1.5		p47	proteasome component

FBgn0011476	74.8	213.6	1.5		l(3)neo43	putative mitochondrial product
FBgn0039765	55.4	163.8	1.6		mRpS18C	translation machinery, mitochondrial
FBgn0032247	5.9	17.9	1.6		CG5188	protease
FBgn0085284	7.0	21.3	1.6		Blos3	membrane transport
FBgn0029854	5.8	17.6	1.6		CG3566	putative mitochondrial product
FBgn0033529	6.4	19.7	1.6		CG17765	-
FBgn0013276	43.0	136.4	1.7	yes	Hsp70Ab	molecular chaperone
FBgn0050094	6.9	22.2	1.7		CG30094	-
FBgn0036580	8.7	28.5	1.7		PDCD-5	-
FBgn0030976	36.8	122.5	1.7		CG7378	phosphatase
FBgn0044511	97.6	325.6	1.7		mRpS21	translation machinery, mitochondrial
FBgn0031601	5.7	19.2	1.7		Dim1	regulation of mRNA splicing
FBgn0085452	222.9	751.0	1.8		CG34423	putative mitochondrial product
FBgn0259143	6.0	20.2	1.8		CG42258	putative membrane product
FBgn0033907	63.5	214.8	1.8		mRpS16	translation machinery, mitochondrial
FBgn0015299	6.1	20.6	1.8		Ssb-c31a	transcriptional cofactor
FBgn0050109	5.1	17.3	1.8		CG30109	putative mitochondrial product
FBgn0029134	45.2	154.1	1.8		Prosbeta5	proteasome component
FBgn0028515	4.9	17.2	1.8		EndoGl	DNA repair machinery
FBgn0033691	9.8	34.3	1.8		CG8860	transmembrane transporter, translocase
FBgn0040890	6.0	21.5	1.8		ksh	membrane transport
FBgn0261560	140.0	503.5	1.8	yes	Thor	translation machinery, regulatory
FBgn0035603	37.0	137.2	1.9		Pfdn4	molecular chaperone
FBgn0031822	6.4	24.0	1.9		Phf5a	mRNA splicing machinery
FBgn0036136	9.0	34.0	1.9	yes	Ufd1-like	proteasome component
FBgn0032240	5.3	19.9	1.9		CG17768	mRNA splicing machinery
FBgn0037199	7.7	29.2	1.9		CG11137	molecular chaperone
FBgn0015283	29.9	113.9	1.9		Rpn10	proteasome component
FBgn0033208	88.9	340.3	1.9		mRpL52	translation machinery, mitochondrial
FBgn0040389	33.9	131.5	2.0	yes	mRpL14	translation machinery, mitochondrial
FBgn0002645	4.7	18.3	2.0		Map205	structural, microtubule cytoskeleton
FBgn0035830	4.8	18.9	2.0		CG8209	-
FBgn0038426	60.1	234.8	2.0		mRpS33	translation machinery, mitochondrial
FBgn0026323	4.4	17.8	2.0		Tak1	kinase, regulatory
FBgn0062442	67.4	273.9	2.0		Cisd2	-
FBgn0002284	27.4	113.6	2.1		Prosbeta6	proteasome component
FBgn0028689	26.6	110.8	2.1	yes	Rpn6	proteasome component
FBgn0028693	34.8	145.6	2.1		Rpn12	proteasome component
FBgn0250746	34.1	142.7	2.1	yes	Prosbeta7	proteasome component
FBgn0083968	51.1	214.2	2.1		CG34132	mitochondrial transporter
FBgn0016697	30.3	128.2	2.1	yes	Prosalph5	proteasome component
FBgn0033130	8.2	34.7	2.1		Tsp42Ei	-

FBgn0032200	33.3	142.4	2.1		CG5676	putative mitochondrial product
FBgn0040666	51.2	227.4	2.2		CG12848	translation machinery, mitochondrial
FBgn0038678	51.0	226.8	2.2	yes	mRpL55	translation machinery, mitochondrial
FBgn0020369	35.0	158.7	2.2	yes	Rpt6	proteasome component
FBgn0034033	5.9	27.6	2.2		CG8204	-
FBgn0033129	4.9	23.6	2.3		Tsp42Eh	membrane component
FBgn0037749	3.9	18.9	2.3		CG9471	-
FBgn0261394	21.5	105.3	2.3	yes	Prosalph3	proteasome component
FBgn0031776	3.7	18.4	2.3		Pfdn1	molecular chaperone
FBgn0037788	36.0	176.9	2.3		CG3940	enzyme, putative
FBgn0032596	23.7	119.1	2.3	yes	Prosbeta4	proteasome component
FBgn0261014	21.0	106.5	2.3		TER94	proteasome component
FBgn0028691	21.5	110.6	2.4		Rpn9	proteasome component
FBgn0033810	3.2	16.5	2.4		CG4646	-
FBgn0050382	53.3	280.1	2.4	yes	CG30382	proteasome component
FBgn0033808	6.0	32.2	2.4		CG4627	-
FBgn0040907	36.2	200.6	2.5	yes	mRpL33	translation machinery, mitochondrial
FBgn0086134	22.2	127.5	2.5	yes	Prosalph2	proteasome component
FBgn0028686	20.3	118.6	2.5		Rpt3	proteasome component
FBgn0261458	8.6	51.4	2.6		capt	actin binding
FBgn0003996	64.1	408.8	2.7		w	transmembrane transporter
FBgn0266666	27.2	175.6	2.7	yes	Sem1	proteasome component
FBgn0031992	8.2	53.4	2.7		CG8498	-
FBgn0037378	2.9	19.3	2.7		CG2046	proteasome component
FBgn0032216	8.5	56.5	2.7		Usp14	proteasome component
FBgn0028690	10.0	66.5	2.7	yes	Rpn5	proteasome component
FBgn0038652	5.2	38.1	2.9		CG7720	transmembrane transporter
FBgn0005536	16.6	125.7	2.9	yes	Mbs	non-muscle myosin regulatory subunit
FBgn0031974	6.2	48.6	3.0		CG12560	histone acetylase
FBgn0031907	2.1	16.6	3.0		CG5171	enzyme, biosynthetic
FBgn0033781	2.4	20.3	3.1		CG13319	proteasome component
FBgn0040493	2.1	17.9	3.1		grsm	protease
FBgn0250843	6.8	58.1	3.1	yes	Prosalph6	proteasome component
FBgn0013278	12.6	111.0	3.1		Hsp70Bb	molecular chaperone
FBgn0264389	1.8	16.7	3.2		opm	transmembrane transporter
FBgn0011296	1.3	13.3	3.3		l(2)efl	molecular chaperone
FBgn0038577	2.1	20.8	3.3		CG12321	proteasome component
FBgn0020907	2.5	25.3	3.3		Scp2	-
FBgn0039637	1.8	18.5	3.3		Ctl2	-
FBgn0013348	2.0	21.3	3.4	yes	TpnC41C	myofiber component, troponin C, non-IFM specific
FBgn0085736	1.7	19.5	3.5		CG40472	putative mitochondrial product

FBgn0010397	1.4	16.6	3.6		LamC	structural, nuclear envelope
FBgn0000044	2.1	31.5	3.9		Act57B	myofiber component, actin, non-IFM specific
FBgn0033926	12.1	190.6	4.0	yes	Arc1	regulatory
FBgn0042173	5.2	83.1	4.0		CG18853	DNA repair machinery
FBgn0037819	15.0	241.9	4.0		CG14688	enzyme
FBgn0024315	1.2	22.2	4.2		Picot	transmembrane transporter
FBgn0033928	0.6	18.8	4.9		Arc2	-
FBgn0039452	0.4	12.5	5.1		CG14245	chitin binding
FBgn0030999	0.4	15.1	5.2		Mur18B	extracellular
FBgn0264753	0.4	14.3	5.3		Rgk1	regulatory
FBgn0036656	3.0	128.6	5.4		CG13026	-
FBgn0026438	0.0	10.8	9.0		Eaat2	transmembrane transporter
FBgn0033788	0.0	10.9	10.1		CG13323	-
FBgn0051087	0.0	53.0	10.2		CG31087	-
FBgn0035343	0.0	11.9	10.2		CG16762	-
FBgn0052656	0.0	20.1	11.0		Muc11A	extracellular

* Transcripts per million, as determined by the mapping algorithm (1)

Genes previously reported to upregulate expression in IFMs lacking muscle-specific actin, as reported in (2)

1. Patro R, Duggal G, Love M, Irizarry R, & Kingsford C (2016) Salmon provides accurate, fast, and bias-aware transcript expression estimates using dual-phase inference. *bioRxiv*.
2. Madan A, *et al.* (2017) Transcriptome analysis of IFM-specific actin and myosin nulls in *Drosophila melanogaster* unravels lesion-specific expression blueprints across muscle mutations. *Gene* 631:16-28.

Table S4. Gene ontology analysis for the genes responding to bs knockdown in flight muscles

Analysis Type:	PANTHER Overrepresentation Test (Released 20171205)					
Annotation Version and Release Date:	GO Ontology database Released 2018-07-03					
Analyzed List:	all genes upregulated in bs KD					
Reference List:	Drosophila melanogaster (all genes in database)					
Test Type:	FISHER					
GO biological process complete	Drosophila	UP in bs KD	UP in bs KD	UP in bs KD	UP in bs KD	UP in bs KD IFMs (FDR)
cellular process (GO:0009987)	6613	93	58.16 +	1.6	1.68E-10	6.71E-08
cellular metabolic process (GO:0044237)	3835	58	33.73 +	1.72	3.40E-06	6.29E-04
nitrogen compound metabolic process (GO:0006807)	3729	54	32.8 +	1.65	5.04E-05	7.81E-03
macromolecule metabolic process (GO:0043170)	3216	52	28.29 +	1.84	2.37E-06	4.50E-04
organonitrogen compound metabolic process (GO:1901564)	2787	51	24.51 +	2.08	4.86E-08	1.37E-05
cellular macromolecule metabolic process (GO:0044260)	2179	48	19.17 +	2.5	3.36E-10	1.28E-07
protein metabolic process (GO:0019538)	2113	47	18.58 +	2.53	4.15E-10	1.50E-07
cellular protein metabolic process (GO:0044267)	1626	46	14.3 +	3.22	1.88E-13	8.40E-11
catabolic process (GO:0009056)	835	38	7.34 +	5.17	2.66E-17	1.44E-14
proteolysis (GO:0006508)	824	37	7.25 +	5.11	1.20E-16	6.05E-14
cellular catabolic process (GO:0044248)	758	38	6.67 +	5.7	1.18E-18	7.48E-16
organic substance catabolic process (GO:1901575)	745	37	6.55 +	5.65	5.13E-18	3.00E-15
cellular response to stress (GO:0033554)	526	16	4.63 +	3.46	1.89E-05	3.11E-03
organonitrogen compound catabolic process (GO:1901565)	475	36	4.18 +	8.62	3.04E-23	2.31E-20
macromolecule catabolic process (GO:0009057)	466	35	4.1 +	8.54	1.85E-22	1.28E-19
cellular macromolecule catabolic process (GO:0044265)	408	35	3.59 +	9.75	3.05E-24	2.57E-21
protein catabolic process (GO:0030163)	316	35	2.78 +	12.59	1.07E-27	1.02E-24
cellular protein catabolic process (GO:0044257)	307	35	2.7 +	12.96	4.36E-28	4.73E-25
proteolysis involved in cellular protein catabolic process (GO:0051603)	306	35	2.69 +	13	3.94E-28	4.98E-25
modification-dependent macromolecule catabolic process (GO:0043632)	286	35	2.52 +	13.91	4.78E-29	7.26E-26
modification-dependent protein catabolic process (GO:0019941)	280	35	2.46 +	14.21	2.47E-29	4.68E-26
ubiquitin-dependent protein catabolic process (GO:0006511)	259	35	2.28 +	15.36	2.17E-30	5.49E-27
proteasomal protein catabolic process (GO:0010498)	184	33	1.62 +	20.39	3.26E-32	1.24E-28
proteasome-mediated ubiquitin-dependent protein catabolic process (GO:0043161)	174	33	1.53 +	21.56	6.41E-33	4.87E-29
protein folding (GO:0006457)	142	8	1.25 +	6.41	4.96E-05	7.84E-03
response to heat (GO:0009408)	89	7	0.78 +	8.94	2.02E-05	3.26E-03
positive regulation of protein complex assembly (GO:0031334)	53	6	0.47 +	12.87	1.20E-05	2.02E-03
chaperone-mediated protein folding (GO:0061077)	44	7	0.39 +	18.09	2.71E-07	5.71E-05
response to topologically incorrect protein (GO:0035966)	44	6	0.39 +	15.5	4.50E-06	7.77E-04
cellular response to heat (GO:0034605)	44	6	0.39 +	15.5	4.50E-06	7.95E-04
cellular response to topologically incorrect protein (GO:0035967)	43	6	0.38 +	15.86	3.99E-06	7.22E-04
response to unfolded protein (GO:0006986)	36	6	0.32 +	18.95	1.57E-06	3.06E-04
'de novo' protein folding (GO:0006458)	35	7	0.31 +	22.74	6.74E-08	1.83E-05

cellular response to unfolded protein (GO:0034620)	35	6	0.31 +	19.49	1.36E-06	2.71E-04
ERAD pathway (GO:0036503)	30	6	0.26 +	22.74	6.10E-07	1.25E-04
proteasomal ubiquitin-independent protein catabolic process (GO:0010499)	25	12	0.22 +	54.57	1.70E-16	8.08E-14
protein refolding (GO:0042026)	25	7	0.22 +	31.83	9.03E-09	2.86E-06
regulation of DNA-templated transcription initiation (GO:2000142)	24	6	0.21 +	28.42	1.94E-07	4.21E-05
ubiquitin-dependent ERAD pathway (GO:0030433)	24	6	0.21 +	28.42	1.94E-07	4.33E-05
regulation of transcription initiation from RNA polymerase II promoter (GO:0060260)	24	6	0.21 +	28.42	1.94E-07	4.46E-05
'de novo' posttranslational protein folding (GO:0051084)	21	6	0.18 +	32.48	9.88E-08	2.42E-05
chaperone cofactor-dependent protein refolding (GO:0051085)	21	6	0.18 +	32.48	9.88E-08	2.50E-05
proteasome assembly (GO:0043248)	15	8	0.13 +	60.64	1.16E-11	4.90E-09
positive regulation of DNA-templated transcription initiation (GO:2000144)	15	6	0.13 +	45.48	1.89E-08	5.52E-06
positive regulation of transcription initiation from RNA polymerase II promoter (GO:006	15	6	0.13 +	45.48	1.89E-08	5.74E-06
regulation of RNA polymerase II transcriptional preinitiation complex assembly (GO:004	10	6	0.09 +	68.22	2.89E-09	9.54E-07
polytene chromosome puffing (GO:0035079)	10	5	0.09 +	56.85	1.30E-07	3.08E-05
positive regulation of RNA polymerase II transcriptional preinitiation complex assembly	9	6	0.08 +	75.8	1.82E-09	6.28E-07
heat shock-mediated polytene chromosome puffing (GO:0035080)	9	5	0.08 +	63.16	8.72E-08	2.28E-05

Table S5. summary of statistical analyses.

	Parameter, comparative pair	Sample description	Comparative group sizes	Statistical Method	p-value<br>(statistically significant in bold font)
Fig 1 D	<i>bs</i> knockdown quantification by qPCR in IFM, control vs <i>bs</i> KD	cDNA preps from dissected muscles, prepared from 3-5 flies	3 vs 3	Welch t-test	**7.3E-6**
	<i>bs</i> knockdown quantification by qPCR in TDT, control vs <i>bs</i> KD		3 vs 3	Welch t-test	**6.6E-4**
Fig 2 B	Myofibril thickness, 48h apf, control vs <i>bs</i> KD	Flies, each representing a median of 20-100 individual myofibril measurements	5 vs 6	Student t-test	0.90
	Myofibril thickness, young adult, control vs <i>bs</i> KD		7 vs 7	Welch t-test	**1.1E-08**
	Myofibril thickness, young adult, control vs rescue		7 vs 6	Student t-test	**3.9E-08**
	Myofibril thickness, young adult, <i>bs</i> KD vs rescue		7 vs 6	Welch t-test	**2.7E-08**
	Sarcomere length, 48h apf, control vs <i>bs</i> KD		5 vs 6	Student t-test	0.20
	Sarcomere length, young adult, control vs <i>bs</i> KD		7 vs 7	Welch t-test	**0.01**
	Sarcomere length, young adult, control vs rescue		7 vs 4	Welch t-test	0.17
	Sarcomere length, young adult, control vs rescue		7 vs 4	Student t-test	0.30
Fig 3 D	<i>bs</i> -RA/RC expression quantification by qPCR, IFM vs TDT	cDNA preps from dissected muscles, from 3-5 flies	3 vs 3	Student t-test	**0.01**
	<i>bs</i> -RB expression quantification by qPCR, IFM vs TDT		3 vs 3	Student t-test	**0.0037**
Fig 5 A	Actin protein expression quantification in IFM lysates	Protein lysate from dissected muscles obtained from 8 flies	4 vs 4	Welch t-test	**0.009**
	Actin protein expression quantification in TDT lysates	Protein lysate from dissected muscles, obtained from 8 flies	4 vs 4	Welch t-test	0.81
Fig 5 B	<i>Act88F</i> gene expression quantification by qPCR, control vs <i>bs</i> KD	cDNA prep from 4 flies	3 vs 3	Welch t-test	**0.008**
Fig 5 C	Reporter activity quantification, control vs <i>bs</i> KD	Lysate prepared from 3 flies	3 vs 3	Student t-test	**0.004**
Fig 6 D	<i>Act88-FL</i> reporter activity quantification, control vs <i>bs</i> KD	Lysate prepared from 3 flies	3 vs 3	Welch t-test	**6.48E-04**
	<i>Act88-AB</i> reporter activity quantification, control vs <i>bs</i> KD	Lysate prepared from 3 flies	3 vs 3	Student t-test	0.05
Fig S1 A	Female fly survival to adulthood, control vs UAS- <i>bs</i> ^{KK}	Batches of flies (70-200 flies) produced by independent crosses	3 vs 3	Student t-test	0.006
	Female fly survival to adulthood, control vs UAS- <i>bs</i> ^{AD}		3 vs 3	Student t-test	0.002

	Male fly survival to adulthood, control vs UAS-bs ^{KK}		3 vs 3	Student t-test	2.12E-04
	Male fly survival to adulthood, control vs UAS-bs ^{AD}		3 vs 3	Student t-test	2.27E-04
Fig S1 B	Flight index, control vs UAS-bs ^{KK}	Individual flies (both sexes)	63 vs 76	Welch t-test	3.17E-30
	Flight index, control vs UAS-bs ^{AD}		63 vs 63	Student t-test	0.38
	Jumping distance, control vs UAS-bs ^{KK}		56 vs 63	Welch t-test	3.17E-30
	Jumping ability, control vs UAS-bs ^{AD}		56 vs 46	Student t-test	0.37
Fig S2 A	Fluorescence signal intensity, IFM vs TDT, control	1 nucleus	53 vs 47	Welch t-test	**6.29E-19**
	Fluorescence signal intensity, IFM vs TDT, hth KD		50 vs 45	Student t-test	0.3
Fig S2 B	Fluorescence signal intensity, IFM vs TDT, control	1 nucleus	25 vs 25	Welch t-test	**1.11E-11**
	Fluorescence signal intensity, IFM vs TDT, hth KD		25 vs 25	Student t-test	**2.49E-17**
Fig S3 A	Sarcomere length in IFMs, 48h apf, post-fixed vs pre-fixed samples	1 sarcomere	75 vs 75	Student t-test	**3.15E-19**
Fig S3 B	Myofibril diameter, adult IFMs, post-fixed vs pre-fixed samples	1 myofibril	195 vs 169	Student t-test	**1.44E-120**

How the deposited data were processed for this re-analysis (not part of the article)

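The deposited data hold 1 control library and 1 *bs* KD library of indirect flight muscle, each from 4 females kept for 3 days at 29°C. Both libraries were made from total RNA by poly-A selection and sequenced as single-end reads of 100 bp. The authors quantified the reads with Salmon against the annotated transcripts of the *D. melanogaster* genome release named in the methods, on the Galaxy platform. The version of Salmon is not given in the sources used here, and neither is that of DESeq2. Salmon is also the source of the gene lengths.

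For each of 13931 genes the authors deposited a TPM value and an estimated count of reads per library, as Salmon gives them. The TPM values sum to 1000000 in each library. The deposited estimated counts sum to 20955053 in the control and 19767477 in *bs* KD. The authors' deposited table of the comparison holds a base mean, which is a mean of normalized values on a signal scale, a log2 fold change with its standard error, a Wald score, a p-value and an adjusted p-value for each gene, from DESeq2. Its input was TPM rounded to whole numbers. These values were copied and are given only as the authors' own. All columns of per-sample values were used (0 left out). The copy of Table S3 holds 136 of the 137 rows the paper gives, and no overlap or enrichment was computed on it.

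Symbols came from the gene name table of the Release 6 annotation (BDGP6.54) for 13842 genes and from Table S3 for 1; 88 genes stayed without a symbol. Coordinates were found for 13843 genes. The release used by the authors is an earlier annotation of the same assembly, and gene IDs were matched as written.

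The main settings, the gene lists and most alternatives were fixed before the data were examined, except that Table S3, which gives TPM of both libraries for the genes it lists, had been read with the paper. A gene was detected at 1 TPM or more in at least one library. Changes were log2 of *bs* KD TPM plus 1 over control TPM plus 1, and a size of 2-fold (log2 of 1) was used to count genes. The paper's tiers, with edges at 10, 100 and 1000 TPM in the control, were rebuilt, a least-squares line was fitted in each, and genes more than 3 standard deviations of the signed perpendicular distance from it were counted. With 1 library per group there are no tests, p-values or standard deviations across samples. Ratios have exact 95% intervals from the estimated reads rounded to whole numbers, and these cover counting error only. For a gene listed at 0 the fold is a bound from 3 reads in that library.

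Genes named in the text are *bs*; the genes that the paper names for its RNA sequencing and the 15 lower genes of Table S3; the 10 genes farthest above and the 10 farthest below the control by log2 change among genes with at least 10 TPM in at least one library; and, for each list, the members with the largest and smallest change among those with at least 10 TPM. The values of Table S3 had been seen when this rule was written. All other genes named were chosen after their values were seen. The result for 1 gene is not reported here.

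The 28 lists cover muscle actins, cytoplasmic actins, flight muscle-enriched and tubular muscle-enriched contractile genes, other sarcomere genes, actin-binding genes, SRF pathway and flight muscle regulators, the proteasome, heat shock proteins, TRiC and prefoldin, endoplasmic reticulum chaperones with degradation and transcription factors, mitochondrial and cytosolic ribosomes, oxidative phosphorylation, glycolysis, redox genes, antimicrobial peptides, the background of the RNAi line, and markers of tracheal cells, fat body, hemocytes, neurons, glia, gut, ovary, photoreceptors and cuticle. Medians were compared across the alternatives for lists with at least 3 detected members. For a list with at least 5 detected members, its median log2 change was placed among the medians of 10000 random lists of the same size matched on mean expression in 20 bins, and again among lists matched on expression and length in 5 bins each. These percentiles describe the 2 libraries and are not tests. A few listed genes were found under a newer name (*Obsc*, *Hsp110*, *Prx2*, *Prosalpha1R*, *Prx6b*, *Prx6c*, *dec*), and *zip*, *Pdi*, *Nplp2* and *nos* were not matched.

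Alternatives covered the detection rule, the pseudocount, the scaling of the libraries, the size of change, the distance, the spread and the tiers. Those added after seeing the data were estimated reads scaled to the library total in place of TPM, removal of the length trend in 20 length classes, the standard deviation of unsigned distances, a detection rule of 0.5 TPM for the lines, and these last settings together.

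The steps were tested on simulated data with fixed seeds. The simulated libraries held counting noise only, so variation between flies and between dissections was left out. Changes were planted in genes with at least 10 TPM in at least one library. The calls among unchanged genes given below therefore cover counting noise only. For the control against a simulated *bs* KD library with 200 changed genes, 196 of 200 were recovered by the 2-fold rule at a simulated 3-fold change over 5390 detected genes (199 of the 200 among them), with 0 calls among 5191 unchanged genes. At an 8-fold change over 5345 genes 200 of 200 were recovered, with 1 call among 5145 unchanged genes. The tier rule recovered 10 of 10 planted genes among 300. Of 200 random lists drawn from 6384 genes, with simulated values in place of the log2 changes, 185 lay in the middle 95% of matched lists. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.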

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

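The tests in this part were chosen after the result was seen, apart from the rescaling with *Act88F* left out of the total, which was planned but whose bound was set afterwards.

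Among genes that neither the paper nor the gene lists used here include, 7 reported here were higher in *bs* KD by a log2 of 2 or more, with at least 10 TPM in at least one library and above the control level by more than counting error. They were *nrv2*, a sodium pump subunit, at 2.91, *SmF*, a spliceosome protein, at 2.16, *Txl*, a thioredoxin-like protein, at 2.16, *CG32280* at 2.11, *bcn92* at 2.10, *Rab8*, a small GTPase, at 2.07, and *Uch-L5*, a deubiquitinase, at 2.02. 36 genes outside the paper and these lists were lower by the same size. The 2 counts do not compare the directions, because the Table S3 genes left out were mostly higher (121 of 136 rows). Over all detected genes, 96 were higher and 63 lower at 4-fold. The 7 and 36 genes were chosen after their values were seen and have no replicate check.

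Proteasome and mitochondrial ribosome genes were higher in *bs* KD. *Act88F* held 3.31% of control TPM and 0.747% of *bs* KD TPM, so its lower level leaves little room for other genes. Rescaling both libraries to a total without *Act88F* moves all genes by nearly the same small amount, which these shares set beforehand. It could not remove the median log2 change of the mitochondrial ribosome genes, which went from 0.77 to 0.73. With the median of each length class subtracted it was 0.56, so the trend with gene length is not the whole of it. RNA of other cells would bring their abundant transcripts, but over the 24 detected markers the median was −0.35 (tracheal −1.37, glial −0.64, fat body 0.44, gut 0.94 with its most abundant gene *Mal-B1* at 400 and 2.14 TPM, ovary 0 detected). The largest gain of a marker was 30.2 TPM (upper counting bound 37.0, the glial gene *Gs2*). The proteasome genes had a median gain of 78.2 TPM (lower bound 60.2, which comes from the spread across genes and not from counting error). This argues against a listed cell type only if its markers are at least as abundant in those cells as the proteasome genes, which was not measured. For the mitochondrial ribosome genes, with a median gain of 33.1 TPM, RNA of other cells and a response of the muscle cannot be told apart, and for both groups cell types without a list and a difference between these 2 samples of flies stay open.

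Neighbouring genes, meaning genes adjacent in the order of the 2330 with at least 10 TPM, were lower together more often than in shuffled orders, although genes with less expression can lie between them, as the span of *Orai* and *CG34196* on 2R from 17843442 to 18110494 allows. 27 pairs had both members lower by 2-fold or more, against a mean of 11.8 and a highest count of 22 in 1000 shuffled orders. Counting noise that is independent between genes would not give this (a test set earlier, on the counting intervals of the pairs, was dropped because the pairs were picked for being lower). Close copies such as the peroxiredoxin genes can share reads, so their counts are not independent, and no count without such pairs was made. The pairs were spread over 5 chromosome arms, with 9 on 2R, 8 on 2L, 4 on 3L, 3 on 3R and 3 on X, and include the peroxiredoxin block, *lcs* and *whe* on X from 21396727 to 21402772, and *CG43679* and *CG43680* on 3L from 15050856 to 15053351. The count of 27 pairs could come from sequence variants carried by the RNAi line around such loci or from domains regulated together. These cannot be told apart because the design joins the line to the knockdown and no genotypes were used here. Reads shared between copies, and a smaller share of a tissue as raised below for the cuticle genes, also stay open. The paper lists an isogenic control of the RNAi library among its stocks, but the series record gives a cross to *w1118* as the control of these libraries. Higher genes formed 72 pairs, against a mean of 57.4 and a highest count of 78, with 18 of 1000 shuffled orders as large, and the difference between the directions was not tested.

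Tracheal markers were lower in *bs* KD, and the paper cites *bs* as required for tracheal branching. The trend with gene length does not reach this size, since the median lay at percentile 0.03 among lists matched on expression and length. Cuticle genes were lower as well (6 of 10 Cpr genes by 2-fold or more with a median of −1.35, a group chosen after the data were seen, and a median of −1.22 over 2 cuticle markers), and *verm*, *serp* and *Gasp* encode proteins that act on or bind chitin, so the pattern need not be tracheal. A smaller share of tracheal or other tissue with cuticle and a lower level of these genes in the same tissue cannot be told apart, and since the paper calls the driver of the knockdown specific to myoblasts, the design gives no reason to expect *bs* KD in tracheal cells themselves. The *Gasp* ratio (lower counting bound 0.272) was above that of *verm* (upper counting bound 0.0775), but with 1 library per genotype counting error is the only spread, and this pair was picked for comparison after its values were seen.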

How the results depend on the processing

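The added alternatives were chosen after seeing the data, namely estimated reads scaled to the library total, removal of the length trend, the unsigned spread, and 0.5 TPM for the lines and for r. Of the planned comparisons 159 stayed within the tolerance, 44 moved and 3 reversed, and of the added ones 25, 7 and 2. The tolerance was 1.5 times for counts, the counting interval for *Act88F*, the interval of r for correlations, and for a list median its interval across members, or the whole range of the members for a list with fewer than 6 detected. It held 132 of 147 medians over 21 lists and 7 settings, but is wide for short lists: 9 medians have the other sign. Among these, within the tolerance, the muscle actin median went from 0.04 to −0.25 with no filter, −0.078 with median-ratio scaling and −0.15 with the length trend removed, and the gut median from 0.94 to −7.00 with at least 10 TPM, where *Mal-B1* alone is left. The causes of the moves below were not tested beyond what each setting does by construction. No paired analysis was possible because each group has 1 library.

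Detection at any TPM above 0 in at least one library gave 9912 genes and 7901 in the low tier, and above 0 in both 6580 in the low tier. Genes above and below the lines numbered 46 and 39 with 1 line on the log2 scale, 176 and 28 at 2 standard deviations, 45 and 1 at 4, 382 and 178 with the median absolute deviation, and 43 and 35 with log2 values within tiers. Lower genes alone moved to 9 with any TPM above 0 in at least one library, 28 with tiers by the mean of both libraries, 1 with *Act88F* left out of the total, 14 with the unsigned spread and 15 with that and 0.5 TPM. The log2 change of *Act88F* was −2.19 with its own share left out of the total, −2.28 with median-ratio and −2.30 with upper-quartile scaling, and −2.05 with scaled reads. Genes higher and lower by size were 909 and 683 with 0.1 added, 262 and 136 with 5 added, 1358 and 966 at 1.5-fold, 96 and 63 at 4-fold, and 368 and 169 with at least 10 TPM.

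The regulatory proteasome median was 2.03 with 5 added. With the length trend removed the median was 0.56 for the mitochondrial ribosome, −0.12 for the cytosolic ribosome and −0.067 for oxidative phosphorylation, and the last 2 reversed. They also reversed with median-ratio scaling (−0.066 and −0.012), and the cytosolic ribosome median was 0.025 with *Act88F* left out of the total. With no filter the tubular muscle-enriched median reversed to −0.42 by adding undetected genes. Spearman's coefficient was 0.698, 0.703, 0.846 and 0.926 from the low to the top tier, and Pearson's r on the log2 scale 0.665, 0.685, 0.766 and 0.926; with 0.5 TPM r in the low tier was 0.584. Depth limits genes such as *bs*, whose interval is wide, more than *Act88F*.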

Differences from the paper's values

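No test is involved in this part; the settings named as added were chosen after seeing the values.

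The paper reports 137 genes beyond 3 standard deviations, and 85 were found here. Of the alternatives set before the data were examined, totals within 1.5 times of the paper's came from 2 standard deviations (204), any TPM above 0 in at least one library (123) or in both (102), and tiers by the mean of both libraries (139, but with only 43 of the genes in the copy of Table S3). Those that stayed outside were 1 line over all genes on the log2 scale (85), 4 standard deviations (46), the median absolute deviation (560), a control TPM of at least 1 (79), *Act88F* left out of the total used for scaling (87), log2 values within tiers (78) and the vertical distance (85). The paper reports 15 lower genes, and 3 were found here. None of the alternatives set beforehand came within 1.5 times of 15; they gave 39 with 1 line, 28 at 2 standard deviations, 1 at 4, 178 with the median absolute deviation, 9 and 4 with any TPM above 0 in at least one library or in both, 3 with a control TPM of at least 1, 1 (*Act88F* itself) with *Act88F* left out of that total, 35 with log2 values, 28 with tiers by the mean and 3 with the vertical distance. At 2 standard deviations and with the median absolute deviation all 136 genes of the copy were called, along with 68 and 424 others.

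With the standard deviation taken over unsigned distances and detection at 0.5 TPM, a setting chosen after seeing the values, the rule gave 120 higher and 15 lower genes, 135 in all, and dropped 1 of the 136 genes of the copy (*mRpL23*). The unsigned spread alone, also chosen after seeing the values, gave 114 higher and 14 lower genes and dropped 8, and 0.5 TPM alone gave 92 genes and dropped 44. The paper's methods do not name which of these spreads was used. At 0.5 TPM in at least one library, set beforehand for the number of detected genes, 7301 genes were detected with 5290 in the low tier, the paper's own numbers.

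By tier, Fig. 4B shows (read by eye) about 1 lower gene in the low tier against 0 here, about 45 higher in the moderate tier against 28, about 6 lower there against 2, about 8 higher in the high tier against 4 and about 7 lower there against 0. For the low tier, any TPM above 0 in both libraries gave 1, and the other settings fixed beforehand stayed apart. For the moderate tier, the higher count came within 1.5 times at 2 standard deviations (60), with *Act88F* left out of the total (31) and with tiers by the mean (35), and the lower count with tiers by the mean (7), and with no other such setting. For the high tier, 2 standard deviations (11 and 8) and the median absolute deviation (11 and 9) reached both counts, log2 values reached the lower one (6), and no other such setting did. The combined setting chosen after seeing the values, which drops 1 of the 136 genes, gave 68 and 1 in the low tier, 43 and 6 in the moderate tier, 8 and 7 in the high tier and 1 and 1 in the top tier. Pearson's r in the low tier is about 0.58 in Fig. 4B, read by eye, and 0.532 here. Of the alternatives for r, the coefficient of ranks (0.698) and r on log2 values (0.665) lay above it, and 0.584 came from detection at 0.5 TPM, an alternative for r chosen after seeing the values, which drops 44 of the 136 genes when used for the lines.

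The paper's text names *Mlc2* as the light chain gene that was slightly higher. Here *Mlc2* had a log2 change of 0.01 and *Mlc1* one of 0.40, and *Mlc1* is the gene above the line of the top tier, as in Table S3. The paper calls *Act88F* the gene with the most significant decrease. By distance from the line this holds here (−10.7 standard deviations), while in the authors' deposited table *CG16826* is lower with a smaller p (0.00578 against 0.0142), and by log2 change 42 detected genes were lower than *Act88F*. The paper calls *Act88F* the only lower gene of the top tier. That holds by distance, and by fold *whe* (−5.08), *CG3630* (−1.96), *CG15617* (−1.10) and *Ogdh* (−1.04) were also lower by 2-fold or more.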

Other observations

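The tests in this part, on the spalt genes, were chosen after the result was seen.

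Genes for actin-binding and actomyosin proteins were higher in *bs* KD more often than lower. Of 19 detected, 6 were higher by 2-fold or more and none was lower by that size (5 higher with median-ratio and 4 with upper-quartile scaling, where *tsr* is at 0.99), with a median log2 change of 0.60 (0.47 relative to the shift of 0.13) at percentile 99.4 among matched random lists. They were *Mbs*, *capt*, the cyclase-associated protein that binds actin monomers (8.64 to 51.4 TPM), *sqh*, the regulatory light chain of nonmuscle myosin (24.2 to 75.4 TPM), *Arpc1* of the Arp2/3 complex (3.98 to 11.8 TPM), *tsr*, cofilin (76.1 to 168 TPM), and *cpa* of the capping protein (7.61 to 17.5 TPM). *TER94*, the segregase that hands proteins to the proteasome, was at 21.0 and 106.5 TPM. All of these except *Mbs* were chosen after their values were seen. Regulators of the SRF pathway and of flight muscle fate went both ways, with 5 of 11 above the control, a median of −0.29 (−0.42 relative to the shift) and a percentile of 3.11, or 5.58 with length matched too. The spalt genes *salm* (16.8 to 6.31 TPM) and *salr* (5.80 to 1.72 TPM) were the 2 lower by 2-fold or more, while *Mrtf*, the SRF cofactor, was at −0.84 and *Mef2* at −0.54; *salr*, *Mrtf* and *Mef2* were chosen after their values were seen.

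Cuticle protein genes of the Cpr family, a group chosen after the data were seen, had 10 detected members, of which 6 were lower by 2-fold or more and 1 was higher (median log2 change −1.35). They include the neighbours *Cpr97Ea* and *Cpr97Eb* on 3R from 27083130 to 27091130. The cuticle markers *ple* (20.2 to 5.14 TPM) and *Ddc* (−0.66) were also lower. Among other markers, 1 of 5 detected fat body genes was lower by 2-fold or more, *Lsp2* (2.34 to 0.388 TPM, median of the group 0.44), and 3 glial genes had a median of −0.64. Of 6 detected gut genes 3 serine protease genes with few reads were higher (*Jon65Aiii*, *Jon65Aiv* and *betaTry*; 2 with median-ratio or upper-quartile scaling) and *Mal-B1* was lower, with a group median of 0.94, and the hemocyte gene *Ppn* was at 0.11. *Rh4* was at −1.38 and *elav* at −0.53. The markers of this paragraph outside the stated rule for named genes were chosen after their values were seen. The other 6 neuronal genes were below detection, among them *Syt1* with 55.8 reads in the control and 2.23 in *bs* KD. Genes of the mitochondrial genome, also grouped after the data were seen, had a median of −0.14 over 13, and the tetraspanin genes of the Tsp42E cluster one of 0.35 over 11, with 4 higher and 1 lower by 2-fold or more. The marker gene *w*, which RNAi lines carry in their insertions, was at 64.1 and 408.8 TPM, 6.38-fold higher. The series record gives the control as the progeny of a cross to *w1118*, where the paper writes *1151/+*, so the 2 libraries also differ in the line crossed to the driver. The muscle actin list had a median of 0.04 over 3 detected genes with *Act88F* lower and *Act57B* higher, the cytoplasmic actins one of −0.37, the redox genes −0.00 and the antimicrobial peptides −0.87. The 2 detected genes tied to the RNAi line went opposite ways, *bs* at −0.42 and *w* at 2.65, so their median of 1.12 describes neither.

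The spalt genes set flight muscle identity, so their lower level raised the hypothesis that *bs* KD muscle partly loses that identity, with flight muscle genes lower and tubular genes higher. The median log2 change of the 4 flight muscle-enriched genes was 0.29, with *Act88F* lower and *TpnC4*, *fln* and *Mf* above their control level, while the 3 detected tubular genes had a median of 2.92 (−0.42 over all 7 with no filter), with *Act57B* and *TpnC41C* higher and *Act79B* near its control level. With so few genes that go both ways and 1 library per genotype, the hypothesis stays open.

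The paper measured *Act88F* by RT-qPCR relative to *Mhc* in separate samples (Fig. 5B). In these libraries *Mhc* was itself at 79.3% of the control in *bs* KD, and both measures have *Act88F* lower. For *bs*, the paper reports a larger reduction of the *bs-RA/RC* transcripts by RT-qPCR (Fig. 1D) than the gene-level ratio of 0.656 here, which sums all transcripts. Whether this sum accounts for the gap was not tested. Tracheal markers were lower too (median log2 change −1.37), and what share of the *bs* reads came from tracheal cells was not measured.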
